# Expression of *Idh1*^R132H^ in the Murine Subventricular Zone Stem Cell Niche Recapitulates Features of Early Gliomagenesis

**DOI:** 10.1016/j.ccell.2016.08.017

**Published:** 2016-10-10

**Authors:** Chiara Bardella, Osama Al-Dalahmah, Daniel Krell, Pijus Brazauskas, Khalid Al-Qahtani, Marketa Tomkova, Julie Adam, Sébastien Serres, Helen Lockstone, Luke Freeman-Mills, Inga Pfeffer, Nicola Sibson, Robert Goldin, Benjamin Schuster-Böeckler, Patrick J. Pollard, Tomoyoshi Soga, James S. McCullagh, Christopher J. Schofield, Paul Mulholland, Olaf Ansorge, Skirmantas Kriaucionis, Peter J. Ratcliffe, Francis G. Szele, Ian Tomlinson

**Keywords:** glioma, isocitrate dehydrogenase, hydroxyglutarate, α-ketoglutarate, oncometabolite, subventricular zone, stem cell, hydroxylase, DNA (hydroxy)methylation, Wnt

## Abstract

Isocitrate dehydrogenase 1 mutations drive human gliomagenesis, probably through neomorphic enzyme activity that produces D-2-hydroxyglutarate. To model this disease, we conditionally expressed *Idh1*^R132H^ in the subventricular zone (SVZ) of the adult mouse brain. The mice developed hydrocephalus and grossly dilated lateral ventricles, with accumulation of 2-hydroxyglutarate and reduced α-ketoglutarate. Stem and transit amplifying/progenitor cell populations were expanded, and proliferation increased. Cells expressing SVZ markers infiltrated surrounding brain regions. SVZ cells also gave rise to proliferative subventricular nodules. DNA methylation was globally increased, while hydroxymethylation was decreased. Mutant SVZ cells overexpressed Wnt, cell-cycle and stem cell genes, and shared an expression signature with human gliomas. *Idh1*^R132H^ mutation in the major adult neurogenic stem cell niche causes a phenotype resembling gliomagenesis.

## Highlights

• *Idh1*^R132H^ knockin in the mouse brain SVZ recapitulates features of gliomagenesis
• Self-renewal and proliferation of neural stem cells and progenitors increase
• SVZ cells proliferate ectopically, infiltrate the brain parenchyma, and form nodules
• Increases occur in 2HG levels, Wnt and telomere pathway activity, and DNA methylation

## Significance

**Few curative treatments are available for human brain tumors. *IDH1***^**R132H**^ **is a driver mutation in gliomas and other malignancies, probably causing tumorigenesis through D-2-hydroxyglutarate accumulation, although the downstream mechanisms remain unclear. We found that adult mice expressing *Idh1***^**R132H**^ **in the brain subventricular zone (SVZ) develop features of gliomagenesis, including increased numbers of neural stem cells and their progeny. Other abnormalities included cellular infiltration into surrounding brain regions, reminiscent of tumor invasion. The gene expression profile of the *Idh1***^**R132H**^ **SVZ closely overlaps those of human gliomas. Likely, non-exclusive tumorigenic mechanisms included promotion of a neural stem cell phenotype, Wnt pathway activation, maintenance of telomeres, and DNA hypermethylation. Our *Idh1***^**R132H**^ **mouse provides a system for assessing brain tumor therapies in vivo.**

## Introduction

Gliomas are the most frequent primary brain tumor. They have diverse morphology, genetic status, and response to therapy. Grade I gliomas are characterized by slow growth. Grade II/III gliomas are invasive and progress to higher-grade lesions with poor prognosis. Glioblastoma (grade IV, GBM), the most common and most aggressive glioma, may develop rapidly without evidence of a less malignant precursor lesion (primary), or less often by progression of a lower grade tumor (secondary). Most grade II/III gliomas and secondary GBMs carry mutations in one of isocitrate dehydrogenase genes *IDH1* or *IDH2* (Losman and Kaelin, 2013). *IDH1* or *IDH2* mutations are early events in gliomagenesis, are negatively associated with *PTEN* mutation and *EGFR* amplification, and in the astrocytoma sub-type of glioma, are positively associated with *TP53* mutation (Gupta et al., 2011, Reitman and Yan, 2010). *IDH* driver mutations are also found in acute myeloid leukemia (AML) (Mardis et al., 2009), cholangiocarcinoma (Borger et al., 2012), enchondroma (Amary et al., 2011, Pansuriya et al., 2011), chondrosarcoma (Amary et al., 2011), and occasionally, other tumors. How *IDH* mutations contribute to tumorigenesis is largely unknown.

IDH1 and IDH2 convert isocitrate to α-ketoglutarate (αKG) by oxidative decarboxylation, also generating NADPH. These enzymes share sequence and functional homology. IDH1 is found in the cytoplasm and peroxisome where it acts in lipid and glucose metabolism and protects against reactive oxygen species (ROS). IDH2 localizes to the mitochondria, where it regulates the tricarboxylic acid (TCA) cycle (Reitman and Yan, 2010).

In gliomas, *IDH1*^R132H^ is the most common mutation (Parsons et al., 2008). Initial in vitro studies found that mutant IDH1 had decreased affinity for isocitrate (Zhao et al., 2009) and led to reduced αKG and NADPH levels (Yan et al., 2009, Zhao et al., 2009). Thus, *IDH1* mutations were initially thought to cause tumors by loss of function. Subsequent studies showed mutant IDH1 gained an enzymatic function that converts αKG to D-2-hydroxyglutarate (D2HG) (Dang et al., 2009). D2HG was postulated to be an “oncometabolite” based on reports of brain tumors in patients with congenital *L2HGDH* (L-2-hydroxyglutarate dehydrogenase) deficiency, in whom L2HG accumulates because it cannot be metabolized to αKG (Aghili et al., 2009, Moroni et al., 2004, Patay et al., 2012, Patay et al., 2015). Further in vitro data showed that provision of D2HG in *IDH1/2-*wild-type hematopoietic cells had similar leukemogenic activity to *IDH1* mutations (Losman and Kaelin, 2013). The tumorigenic effects of D2HG may derive from modulating αKG-dependent enzymes such as JmjC domain histone demethylases (JHDMs), TET 5-methylcytosine hydroxylases that convert 5′-methylcytosine (5mC) to 5′-hydroxymethylcytosine (5hmC) (Xu et al., 2011), and prolyl hydroxylases (PHDs) that have targets such as HIF1α and collagen (Borger et al., 2012, Chowdhury et al., 2011, Duncan et al., 2012, Figueroa et al., 2010, Hirata et al., 2015, Lu et al., 2012, Sasaki et al., 2012b, Tarhonskaya et al., 2014, Xu et al., 2011). Evidence for these possibilities varies: for example, HIF pathway changes reported in *IDH1* mutants vary from activation through no change to inactivation.

Several mice carrying pathogenic *Idh1* or *Idh2* mutations have been analyzed. Sasaki et al. (2012b) conditionally expressed *Idh1*^R132H^ in hematopoietic lineages, leading to raised progenitor cell numbers and extra-medullary hematopoiesis. Mutant cells showed increased histone and DNA methylation, consistent with findings in human AML (Figueroa et al., 2010). Knockin of *Idh1*^R132H^ in brain progenitors from E10.5 using nestin-Cre caused neonatal death due to brain hemorrhages and high levels of apoptosis (Sasaki et al., 2012a). No stem cell abnormalities were observed in these mice, but HIF1α was stabilized and collagen maturation was aberrant. Histone lysine methylation was unchanged, but in very early embryos, 5hmC levels were greatly reduced. In a parallel experiment using GFAP-Cre, which acts from E14.5 in neural stem cells (NSCs), 60% of mice suffered brain hemorrhages, and few survived to adulthood. Akbay et al. (2014) ubiquitously expressed mutant *Idh2* (R140Q or R172K) in 5-week-old mice, resulting in cardiomyopathy and white matter abnormalities throughout the CNS. None of these *Idh-*mutant mice developed phenotypes clearly related to brain tumorigenesis.

There is evidence that many human gliomas arise from the subventricular zone (SVZ, also known as the V-SVZ), the largest NSC niche in the adult mammalian brain (Ihrie and Alvarez-Buylla, 2011). In the canonical model of normal SVZ lineage progression, quiescent NSCs become activated and generate rapidly dividing transit amplifying progenitor (TAP) cells. These, in turn give rise to lineage committed neuroblasts or glioblasts that differentiate and in mice migrate to the olfactory bulb. How the stem cell niche generates brain tumors is not well understood, but evidence supports a link between SVZ NSCs and gliomas. First, Wnt, EGF, SHH, and PDGF signaling are necessary for SVZ stem cell self-renewal and proliferation, and are also implicated in tumorigenesis (Jackson and Alvarez-Buylla, 2008). Second, nestin and other SVZ stem cell markers are highly expressed in GBMs (Haskins et al., 2013, Singh et al., 2004). Finally, mutations or aberrant expression of genes such as *Kras, Pdgfb, Trp53, Ptch1*, and *Pten* in the SVZ of mice can elicit tumors (Fomchenko and Holland, 2006, Holland, 2001, Huse and Holland, 2009). Multiple genetic perturbations are often necessary for progression from hyperproliferation to full-blown SVZ tumors.

We wondered whether the existing *Idh1*^R132H^ mice had not developed features of brain tumors because the mutant protein was deleterious in embryos or young animals. Consistent with this notion, we noted that germline *IDH* mutations had not been reported in patients with gliomas or AML, and that the few patients with constitutional *IDH* mutations were mosaics (Amary et al., 2011). We therefore investigated the consequence of expressing *Idh1* R132H specifically in adult NSCs and progenitor cells in mice.

## Results

### Knockin of *Idh1*^*fl*(R132H*)/+*^ in the Adult Mouse SVZ Stem Cell Niche

To generate *Idh1*^*fl(*R132H*)/+*^ knockin mice, we designed a replacement targeting construct to conditionally express the *Idh1*^R132H^ mutation under the control of the endogenous promoter (Figure 1A) following recombination at *loxP* sites. Initially we targeted the mutation specifically to brain stem/progenitor cells by crossing *Idh1*^*fl(*R132H*)/+*^ animals with nestin-Cre mice, thus inducing efficient recombination throughout the CNS from E10.5 (Tronche et al., 1999). As expected, these Idh1-KI mice died perinatally and exhibited brain hemorrhages (Sasaki et al., 2012a) (Figure S1A). We then crossed *Idh1*^*fl(*R132H*)/+*^ animals with mice carrying a tamoxifen-inducible nestin-Cre^ER(T2)^, which in adult mice targets Cre to the SVZ and the other major neurogenic niche, the subgranular zone (SGZ) of the hippocampal dentate gyrus (Lagace et al., 2007). We confirmed this using Rosa26-YFP reporter mice (Figure 1B). Tamoxifen was given to the *Nes-Cre*^*ER(T2)*^*; Idh1*^*fl(*R132H*)/+*^ mice at 5–6 weeks of age for 5 consecutive days (Tam-Idh1-KI mice) (Figure 1C). We showed that R132H knockin had occurred by sequencing DNA and mRNA from forebrain and microdissected SVZ (Figure 1D).

Throughout the studies described below, we compared Tam-Idh1-KI mice with *Idh1*-wild-type controls (see Experimental Procedures), all of which were given the same regimen of tamoxifen. The Tam-Idh1-KI animals began to suffer morbidity and mortality 4–6 weeks after tamoxifen administration, necessitating culling of about one-third of them at this stage and all by 12 months of age (Figure 1E). Weight loss was usually the first apparent abnormality (Figure 1F), often accompanied by hunched posture and hyperactivity (Figure 1G). Control mice showed none of these problems. Postmortem analysis was performed on 45 Tam-Idh1-KI mice aged 2–12 months. The brains of 19 (42%) animals were grossly uniformly enlarged and less firm (Figure 1H); controls did not show these changes. Craniofacial morphology and skull size appeared normal in Tam-Idh1-KIs, and no brain hemorrhages or gross abnormalities outside the brain were found. Closer visual examination, confirmed by magnetic resonance images, showed enlarged lateral ventricles (LVs), and possibly enlarged third ventricles, in all Tam-Idh1-KI animals (Figures 1I, S1B, and S1C). These appearances were suggestive of obstructive (non-communicating) hydrocephalus.

### *Idh1*^R132H^ Expands the SVZ

Histological analysis of H&E-stained sections of brain in the sagittal and coronal planes demonstrated lateral ventricular dilation in all Tam-Idh1-KI animals, including both the youngest mice examined (2 months old) and mice with no abnormal physical signs or gross brain enlargement (details not shown). There was also enlargement of the SVZ, with irregular lateral borders, and an expansion of the rostral migratory stream (RMS) (Figure 2A). Furthermore, Ki67 immunohistochemistry (IHC) showed increased numbers of proliferative cells in the SVZ of Tam-Idh1-KI mice (Figure 2B), and these cells spread into the adjacent striatum. The frequency of apoptotic cells was very low in all mice, with no significant difference observed between the two groups (data not shown). There was no morphological evidence of other brain damage or degeneration in Tam-Idh1-KI mice (Figures S1D and S1E).

### *Idh1*^R132H^ Increases the Numbers of Stem and Progenitor Cells in the SVZ

We next examined Tam-Idh1-KI mice using immunofluorescence (IF) for cellular phenotypes related to tumorigenesis, including proliferation, differentiation, and migration. Owing to the abnormalities found in H&E sections, we focused on the SVZ. IF-based quantitation confirmed that, compared with controls, Tam-Idh1-KI mice showed a larger SVZ volume (1.15-fold, p = 0.041), similar cell density (p = 0.20), and a larger number of cells (p = 0.047).

To better evaluate the proliferative dynamics of the SVZ and to obtain information regarding which cell populations (Figure S2A) were expanded in Tam-Idh1-KI animals, mutant and control mice were injected with BrdU in three consecutive daily doses, followed 13 days later by a pulse of EdU 2 hr before sacrifice (Figure 3A). The BrdU label-retaining cells in the SVZ correspond to relatively quiescent NSCs, but not their progeny, TAPs, which divide frequently. The EdU label is found in cells cycling at the time of injection. We carried out double IF of EdU and GFAP (Figures 3B and 3C) and triple IF of Ki67, BrdU, and GFAP (Figures 3D and 3E), and quantified SVZ cells with confocal microscopy.

We analyzed the number of cells per unit volume to control for the increased size of the mutant SVZ. The proportions, and hence total numbers, of EdU^+^ (rapidly proliferating or re-entering cell cycle), GFAP^+^ (mainly NSCs and niche astrocytes), and EdU^+^GFAP^+^ cells (proliferating NSC or niche astrocytes) were increased in Tam-Idh1-KIs (Figure 3C). The proportions and numbers of Ki67^+^ (cycling) and BrdU^+^ (quiescent or slowly cycling) cells also increased in the mutant SVZ (Figure 3E). Both Ki67^+^GFAP^+^ and BrdU^+^GFAP^+^ proportions were higher in the mutant SVZ, suggesting that the number of label-retaining, as well as actively dividing, astrocytic stem cells was increased. This was confirmed by the significantly higher proportion and number of BrdU^+^Ki67^+^GFAP^+^ cells in the mutants, suggesting that more NSCs became activated and re-entered the cell cycle. A more detailed analysis of the Ki67, BrdU, and GFAP triple IF found an overall highly significant difference in the proportions of cell types between Tam-Idh1-KIs and controls (χ^2^_5_ = 43, p < 0.001). The increased cell populations included quiescent and activated NSCs and, to a smaller degree, TAPs (Figure S2B).

We also assessed the oligodendrocyte progenitor marker Pdgfrα and Olig2, a marker of the entire oligodendroglial lineage that is universally expressed in diffuse gliomas (Ligon et al., 2004, Suzuki et al., 2014) (Figures 3F and 3G). The proportions and numbers of Pdgfrα^+^Olig2^+^ and total Olig2^+^ cells were both increased in Tam-Idh1-KI mice compared with controls. A similar increase was found for the neuroblast marker Dcx (details not shown).

We assessed Ki67, GFAP and Olig2 expression in younger mice that had received tamoxifen at 5–6 weeks of age and were analyzed 3–8 weeks later. Compared with controls, the younger Tam-Idh1-KI mice showed similar GFAP and Olig2 changes to those observed previously in older animals, although the Ki67 increase was smaller (details not shown). The younger mice also had an expanded SVZ, a diffuse RMS and ectopic cells. These data suggest that the Tam-Idh1-KI phenotype can develop quite rapidly but may also progress over time.

In summary, *Idh1*^R132H^ increased the proportions and numbers of quiescent NSCs and their proliferative progeny (activated stem cells, progenitor cells, and partly differentiated cells) in both young and older mice, thereby enlarging the SVZ (Figure S2C). A parsimonious explanation for these findings is a primary effect of the mutation on quiescent NSCs, although additional effects in their progeny cannot be excluded.

### *Idh1*^R132H^ Induces Infiltration into the Parenchyma

The confines of the SVZ and neuroblast migration in the healthy brain are tightly controlled, with the high density of cells making it easy to distinguish these regions from adjacent tissue. Migratory SVZ cells mostly move to the olfactory bulb (OB), with few emigrating from the SVZ or RMS to the adjacent parenchyma (Lois and Alvarez-Buylla, 1994). The Tam-Idh1-KI SVZ was enlarged, and its border was not clearly delineated (Figures 2 and 3). As expected, in controls, the great majority of BdU^+^, Ki67^+^, or EdU^+^ cells were restricted to the SVZ (Figures 4A, S3A, and S3B). In contrast, Tam-Idh1-KI mice contained large numbers of actively mitotic Ki67^+^ or EdU^+^ cells, as well as label-retaining BrdU^+^ cells, adjacent to and contiguous with the SVZ, in locations equivalent to those of the striatum and corpus callosum in wild-type mice (Figures 4A and S3). Similarly, Tam-Idh1-KI brains displayed increased numbers of GFAP^+^ cells in both the SVZ and surrounding parenchyma, whereas GFAP expression was almost exclusive to the SVZ and corpus callosum in controls (Figures 4A, S3A, and S3B). BrdU^+^ label-retaining GFAP^+^ astrocytes that were actively proliferating (Ki67^+^) were present in the striatum of Tam-Idh1-KI brains but absent in control mice (Figures 4A, S3A, and S3B). These data were consistent with Tam-Idh1-KI causing the SVZ to expand and/or SVZ cells to migrate out of their local boundaries and proliferate in ectopic locations adjacent to the neurogenic niche.

To further understand these regions of hyperproliferation, we assessed expression of Dcx, a marker of immature migratory SVZ neuroblasts, and Olig2. Compared with controls, Tam-Idh1-KI mice contained significantly more Dcx^+^ cells and Olig2^+^ cells in the striatum and corpus callosum (Figures 4B and S3C–S3E). Higher magnification showed that many of the ectopic Dcx^+^ cells had bipolar morphology with leading processes, suggestive of migration. Transformed cells and SVZ cells in pathological conditions can express multiple lineage markers (Jablonska et al., 2010), but the proportion of cells that were Dcx^+^/Olig2^+^ was small and did not change in the Tam-Idh1-KI mice (Figure 4B).

Migration in the RMS is highly regulated, similar to the SVZ. All seven Tam-Idh1-KI mice analyzed (five old and two young) had a more diffuse RMS (Figure 5A), with dispersed Dcx^+^ cells migrating in various orientations. In addition, in contrast to controls, all Tam-Idh1-KI mice examined exhibited Dcx^+^ cells, sometimes in massive numbers, in the ventral cerebral cortex, dorsal to the RMS, suggesting emigration from it (Figure 5A). This was consistent with their ectopic location near the dorsolateral SVZ (Figure 4). Additional abnormalities consistent with increased stem-like cells and aberrant migration were also found in the OBs of Tam-Idh1-KI animals (Figures 5, S4A, and S4B). Compared with controls, Tam-Idh1-KI animals contained significantly more BrdU^+^, Dcx^+^BrdU^+^, and NeuN^+^BrdU^+^ cells in the granule layer (data not shown) and the OB as a whole (Figure 5A), indicating that neurogenesis was increased in the Tam-Idh1-KI mice, probably due to the increased numbers of stem and/or proliferating SVZ cells. The proportion of BrdU^+^ cells that expressed differentiation/lineage markers (NeuN, Dcx, GFAP, and Olig2) was similar in controls and mutants, suggesting that the cells retained much of their normal differentiation capacity (data not shown).

Interestingly we also found that the OBs of Tam-Idh1-KI mice contained a larger number of BrdU^+^ cells that were negative for neuronal markers (Figure 5A), suggesting that glial cells may have been generated in the OB. To study this possibility, we quantified GFAP^+^ astrocytes and Olig2^+^ oligodendrocytes that retained BrdU. GFAP^+^BrdU^+^ cell numbers were significantly increased in the OBs of Tam-Idh1-KI mice, and the number of Olig2^+^ cells was also increased, albeit not significantly (Figure 5B).

To confirm that the SVZ was the source of the mislocalized cells, we traced the *Nes-Cre*-expressing cell lineage using control and Tam-Idh1-KI mice that also carried the Rosa26-YFP reporter allele (Srinivas et al., 2001). As expected in the control crosses, YFP^+^ cells were restricted to regions of endogenous nestin expression: the SVZ and RMS (Figures S4C–S4E). In the crossed Tam-Idh1-KI mice, many YFP^+^ cells were found in an expanded SVZ and RMS, and also in ectopic locations continuous with the neurogenic niche (Figures S4C–S4E). These included the corpus callosum, striatum next to the SVZ as well as regions adjacent to the RMS. This lineage experiment supported the model that the SVZ and RMS expansion and infiltration into adjacent brain regions was initiated from nestin-positive cells, which were originally most likely present in the SVZ.

Disruption of the glial tubes composed of B1 astrocytes and B2 niche astrocytes is often characteristically associated with abnormal migration of neuroblasts (Comte et al., 2011). To address this, we examined the RMS with GFAP IF and compared it with the distribution of YFP^+^ cells. Although the YFP^+^ cells were expanded in the RMS of mutant animals, we did not find that the glial tubes were altered in morphology in mutant mice compared with controls (data not shown). This suggests that the emigration/infiltration of the neuroblast progenitors, as well as the glial progenitors, into the regions adjacent to RMS and SVZ is probably cell autonomous.

These results suggest that expression of *Idh1*^R132H^ in adult mouse stem/progenitor cells robustly induced expansion of the SVZ and RMS and infiltration into adjacent regions, similar to observations of glioma cell invasion. The SGZ showed similar features (Figure S4F). While cell numbers were increased in the *Idh1*-mutant animals, the cells appeared to retain their capacity for differentiation.

### Tam-Idh1-KI Mice Develop Proliferative Subventricular Nodules

In all Tam-Idh1-KI mice studied, apart from three killed only 2, 3, and 6 weeks after tamoxifen administration, we found small (up to 1 mm diameter) nodules originating from the SVZ and protruding into the LVs (Figure 6A). The lesions, which were absent from control animals, could be found at any location in the walls of the LVs. The nodules expressed proliferation markers, such as Ki67 (Figures 6B and 6C), and retained BrdU label (Figure 6C), suggesting that they exhibited a variety of proliferative behaviors. As shown in Figure 6C, several cells present in the nodules were Ki67^+^BrdU^+^, indicative of label-retaining cells that had re-entered the cell cycle. Many nodule cells also expressed the astrocytic and NSC marker GFAP and in some lesions, a few cells expressed the neuroblast marker Dcx (Figures 6C and 6D). Using a reporter mouse cross, we found that the nodules expressed YFP, consistent with origins from nestin-expressing stem or TAP SVZ cells (Figure 6E). Microscopic inspection of the nodules revealed clustered cells, with hyperchromatic nuclei and scant cytoplasm that were clearly distinct from the overlying ependymal lining (Figure 6A). Some of the nodules were not continuously covered by S100β^+^ ependymal cells, suggesting that subventricular lesions had broken through the ventricular lining (Figure 6F). The ependymal layer, as assessed by S100β expression, otherwise appeared normal (Figure 6G).

### The *Idh1*^*fl(*R132H*)/+*^ Allele Is Leaky and Causes a Brain Phenotype in a Minority of Juvenile or Aged Mice

We had noted that 10% (9/94) of *Idh1*^*fl(*R132H*)/+*^ mice without the Nes-Cre transgene and 8% (5/62) of non-induced *Nes-Cre*^*ER(T2)*^*;Idh1*^*fl(*R132H*)/+*^ animals developed rounded and enlarged skulls at 3–6 weeks of age. This phenotype, reminiscent of human hydrocephalus prior to fusion of the skull sutures, necessitated immediate culling. Ventricular nodules, similar to those in Tam-Idh1-KI mice, were found in these animals (Figure 7A.) We aged some surviving *Idh1*^*fl(*R132H*)/+*^ animals (after tamoxifen injections) for 1–2 years. Although none showed symptoms or signs of disease while alive, upon postmortem investigation, 8/34 animals (24%) had ventricular enlargement. Of those eight mice, histological examination showed one to have a clearly enlarged, diffuse SVZ (Figure 7B) and another to have a single subventricular nodule (Figure 7C). The brains of these mice accumulated 2HG, but there was no evidence of other brain damage (data not shown). We also aged three *Nes-Cre*^*ER(T2)*^*;Idh1*^*fl(*R132H*)/+*^ animals that had not received tamoxifen, and all showed a similar phenotype to the eight *Idh1*^*fl(*R132H*)/+*^ mice without Nes-Cre. Further investigation strongly suggested that the phenotype resulted from expression of an *Idh1* mRNA that lacked exons 1 and 2 and was derived from the mouse construct (Figures 1A, 7D, and 7E). We found that the short RNA was a physiological isoform, as it was also produced by the wild-type *Idh1* allele. *Idh1* exons 1 and 2 have no homology to any other protein, are not conserved, and contain no functional domains of predicted importance. A search of the genomic DNA sequence revealed a potential translation initiation site in intron 2 that would leave the enzyme active site intact (Figure 7F). We conclude that in a minority of mice, a leaky *Idh1*^R132H^ allele can produce a forme fruste of the full Tam-Idh1-KI phenotype.

### Identifying the Molecular Mechanism Underlying the Tam-Idh1-KI Phenotype

Attempts to culture primary *Idh1-*mutant neurospheres from the SVZ of Tam-Idh1-KI mice were unsuccessful. We therefore stably expressed IDH1^R132H^ both in human neuronal stem/progenitor cells (ReNcell CX) and in primary SVZ cells dissected from wild-type BL6 mouse pups. In each case, IDH1^R132H^ increased the size and number of neurospheres cultured from human NSC/NPCs (Figures 8A and 8B). These data were consistent with increased proliferation and self-renewal capacity of the mutant NSC/NPCs in vivo.

We also measured the capability of ReNcell CX expressing IDH1^R132H^ to migrate in vitro, in unstimulated or chemoattractant (20 μg/mL FGF or 5% serum) conditions. *IDH1*-mutant cells were significantly more motile than control cells (∼1.8-fold in all conditions; ANOVA, p < 0.0001; details not shown). These data were in accordance with the infiltrative behavior of *Idh1*-mutant NSC/NPCs in vivo.

Using capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS), we performed a comprehensive analysis of metabolites in Tam-Idh1-KI and control mice. In Tam-Idh1-KI samples, we detected ∼2-fold increase in total 2HG and ∼30% decreased αKG compared with controls (Figure 8C). The leaky mice showed similar changes but at lower levels (details not shown). The changes in adults appeared less substantial than those found in the brains of *Nes-Cre; Idh1*^*fl(*R132H*)/*+^ embryos using IC-MS (Figure S5A). No significant differences were detected in any other metabolite, including glycolytic, TCA cycle, and pentose phosphate pathway intermediates.

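In the expression profiles of Tam-Idh1-KI and control SVZ, genes tied to the dioxygenases that 2-hydroxyglutarate can inhibit moved little. The 15 measured genes of collagen modification, which include the collagen prolyl hydroxylases, measured on arrays of 9 mice per group, had a median log2 fold change of 0.041 and did not pass by limma's camera (adjusted p = 0.224, or adjusted p = 0.0381 with no detection filter). *Serpinh1*, a collagen chaperone gene, was at 0.52 (standard error, SE, 0.15) and the only member to pass when adjusted over the list alone. The 21 genes of endoplasmic reticulum stress had a median of 0.018 and a mean of -0.013 (adjusted p = 0.422). Of 37 antioxidant genes, which answer to reactive oxygen species (ROS), 24 were positive, with a median of 0.075 (adjusted p = 0.111). *Gstm2*, a glutathione transferase gene, was at 0.37 (SE 0.10) and passed when adjusted over the list alone, and *Gclm*, of glutathione synthesis, was at 0.24 (SE 0.079). The antioxidant score is the mean log2 value of the list's genes in a mouse, centred on its hybridisation day. In 9 of 9 Tam-Idh1-KI mice it lay above the control mean of the same day. The score differed by 0.069 between the groups and passed with an exact permutation p = 0.00238, or 0.0413 adjusted over 52 lists. It no longer passed with the score adjusted for sex (adjusted p = 0.0732), without Tam-Idh1-KI replicate 8 (adjusted p = 0.0724), with median scaling (adjusted p = 0.0838) or with no detection filter (adjusted p = 0.0917). The unadjusted exact permutation p of the antioxidant score in these settings was 0.00368, 0.00411, 0.0274 and 0.00595. The 36 hypoxia target genes had a median of 0.0025 (adjusted p = 0.789). The carbonic anhydrase gene *Car9* was at 0.38 (SE 0.11), *Ddit4* at -0.27 (SE 0.11) and *Hif1a* at -0.18 (SE 0.10). The HIF prolyl hydroxylase genes, picked after their values were seen, had -0.20 (SE 0.17) for *Egln1*, 0.0093 (SE 0.11) for *Egln2* and -0.12 (SE 0.17) for *Egln3*, and none passed (smallest adjusted p = 0.816). The 23 histone demethylase genes, among them those of the JmjC domain, had a median of 0.058 (adjusted p = 0.167). Their score differed by 0.068 (exact permutation p = 0.00736, or 0.0765 adjusted over 52 lists) and passed with the authors' processed log2 values (adjusted p = 0.03). *Kdm6b* was at 0.25 (SE 0.12) and *Phf8* at -0.33 (SE 0.14). The Reactome set of histone demethylation, in which 10 of 27 measured genes are replication-dependent histones, had a normalized enrichment score of 1.77 (fgsea adjusted p = 0.0346; camera adjusted p = 0.657 with an estimated correlation). No member of these lists passed over all genes tested. Transcript levels do not measure the activity of these enzymes.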

We found no clear evidence that collagen-PHDs, ROS, HIF-PHDs, or JHDMs were altered in the Tam-Idh1-KI mice (Figures S5B–S5F, Table S1). In contrast, in the forebrains of Tam-Idh1-KIs and controls, global abundance analysis by high-performance liquid chromatography (HPLC) showed significantly decreased 5hmC and raised 5mC (Figure 8D). Although the latter was formally non-significant, low-coverage single-base resolution analysis using methyl-seq (WGoxBS) showed significantly increased 5mC in the SVZ of Tam-Idh1-KI animals (Figures 8E and S6A–S6D). The greatest absolute increase in 5mC was outside CpG islands, although the relative increase was similar across all genomic regions (Figure 8E). In summary, *Idh1*^R132H^ mutation led to a global decrease of 5hmC and increase of 5mC, consistent with tumor-promoting effects.

### mRNA Expression Profiling in Tam-Idh1-KI Mice Identifies Pathways of Tumorigenesis

To uncover molecular pathways that might underlie the phenotype of the Tam-Idh1-KI mice, we performed transcriptional profiling of SVZ cells from mutant and control animals. 

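Tissue of the SVZ, the stem cell niche along the lateral ventricle, was profiled from 9 Tam-Idh1-KI mice and 9 littermate controls aged 5 to 9 months. Tamoxifen at 50 mg/kg on 5 days had switched on the R132H allele in nestin-expressing cells, and the controls had received tamoxifen too. By the paper the controls were wild type for *Idh1*, and not all need carry the *Nes-Cre* transgene. It also reports that the targeted allele is leaky, so R132H in the mutants need not be confined to nestin-expressing cells. Each RNA was hybridised to 1 Illumina Mouse WG6-v2 array, on which beads carrying a probe glow in proportion to the amount of its transcript. The labels give a sex and an age for each sample, and each is taken as 1 mouse. The arrays were run on 2 days, and each day held as many Tam-Idh1-KI as control mice. On the first day each group held 2 females and 4 males. On the second day the Tam-Idh1-KI group held 3 females and no male, and the controls 1 female and 2 males. The median age was 5 months in the Tam-Idh1-KI group and 6 months in the controls. On the first day most Tam-Idh1-KI mice were 5 months old and most controls 6 months, so age partly goes with genotype there. The submitters' processing notes name GenomeStudio, the scanner's software, and the authors deposited its signal for each probe before normalization, with a detection p-value. The mean signal of an array was between 460.2 and 905 in Tam-Idh1-KI SVZ (median 607) and between 454 and 679 in control SVZ (median 602). Of all probes, 46.3% to 50.7% were detected in the Tam-Idh1-KI samples and 44.6% to 50.9% in the controls. From there the signals were corrected for background, quantile normalized between arrays and put on a log2 scale with neqc of limma. Probes detected on at least 9 arrays were kept, and the brightest kept probe stood for each of 11465 genes. Each gene was tested between the groups with limma, with hybridisation day and sex in the model, since the sexes were unevenly spread. The choice of background correction, scaling, filter, probe and covariates could each change the numbers, and the number of mice limits the precision. The median standard error (SE) of a log2 fold change was 0.11. Before the data were examined, 52 lists of pathway genes and cell type markers were written from general knowledge. Table S1 had been read by then, so their themes are not independent of it. Each list was set against the other genes with camera of limma, at a preset correlation of 0.01 between the genes of a list. With a correlation estimated from these arrays no list passed, and the smallest adjusted p was 0.398. A score was also made for each mouse, the mean log2 value of the list's genes after centring each gene on its hybridisation day. The scores were compared with a two-sided exact permutation test over all relabellings of the mice within days. Counts of mice above or below the control mean, for genes and for scores, take the control mean of the same hybridisation day.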

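The SVZ transcriptome of Tam-Idh1-KI mice differed from that of controls in few single genes. Of 11465 genes, 11 rose and 9 fell at an adjusted p under 0.05 from limma, and each moved the same way in 9 of 9 Tam-Idh1-KI mice relative to the control mean and on both hybridisation days. The largest rise was that of *Htr5b*, a serotonin receptor, with a log2 fold change of 1.36 (SE 0.22). It was followed by *Scgn*, a calcium-binding protein of olfactory interneurons, at 1.15 (SE 0.20), the collagen gene *Col6a5* at 0.86 (SE 0.15), the protease gene *Adamts19* at 0.83 (SE 0.16) and the endocytic receptor *Lrp2* (megalin) at 0.74 (SE 0.14). The others that rose were *Pter*, *Dydc2*, *Bace2*, *Akna*, *Ccdc3* and *Ak8*, at 0.52 to 0.71. Of the higher genes, *Scgn*, *Col6a5* and *Adamts19* lay near the background in controls. Their probes were detected on 14, 12 and 9 arrays, and 9 is the fewest the filter allows. Their control means were 5.42, 5.37 and 4.98 (log2), against 4.51 for the other probe of *Adamts19*. That probe was detected on 0 arrays and had -0.045. Other detected probes of *Scgn* gave 1.02 and 0.93. *Chek2*, a kinase of the DNA damage checkpoint, fell by 1.24 on the log2 scale (SE 0.13, adjusted p = 6.84e-05). *Apoc1*, an apolipoprotein, fell by 0.98 (SE 0.092, adjusted p = 4.53e-05), and the unnamed transcript *Gm9866* fell by 0.97 (SE 0.10, adjusted p = 6.84e-05). The protease inhibitor *A2ml1* fell by 1.13, the synuclein gene *Sncg* by a log2 change of -1.08, the macrophage glycoprotein *Gpnmb* by -1.07, the chloride channel *Best1* by -0.80, *Urah* by -0.63 and *4922502B01Rik* by -0.62. *Gm5*, the next of the lower genes, had -0.63 (SE 0.13) and did not pass (adjusted p = 0.0653). The second detected probe of *Chek2* gave -0.52 (SE 0.16), and *Gm9866* has a single probe. *Idh1* itself was at 9.39 ± 0.23 (SD within hybridisation day, n = 9, log2) in Tam-Idh1-KI and at 9.74 ± 0.18 (n = 9) in control SVZ, a log2 fold change of -0.37 (SE 0.10) that did not pass over all genes (adjusted p = 0.212) but lay below the control mean in 9 of 9 mice. Which forms of the targeted allele its probe reads was not examined. Of the cell markers stained in the paper, *Dcx* had a log2 fold change of 0.63 (SE 0.17), *Nes* 0.32 (SE 0.22), *Gfap* 0.15 (SE 0.31), *Pdgfra* 0.064 (SE 0.079), *Rbfox3* -0.050 (SE 0.054), *S100b* -0.20 (SE 0.23) and *Olig2* -0.0010 (SE 0.16), and none passed (smallest adjusted p = 0.171, that of *Dcx*). *Tet1* had 0.087 (SE 0.12) (adjusted p = 0.901), *Tet3* was not detected on enough arrays to be tested, and *Mki67* and *Tet2* have no probe with a single gene symbol. The count was 8 with replicate number as a block, of which 5 were among the 20, and 16 higher and 7 lower with median scaling or 6 and 8 with cyclic loess. With age added to the model the count was 14, of which 13 were among the 20. It was 8 without day and sex in the model and 61 with array weights, and among single left-out mice 4 without control replicate 1 or 8, 6 without control 2, 8 without Tam-Idh1-KI 3 or 4 or control 5, 10 without Tam-Idh1-KI 2, 12 without Tam-Idh1-KI 9 or control 6, 13 without control 7 and 37 without Tam-Idh1-KI 6.

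**Figure D1:**
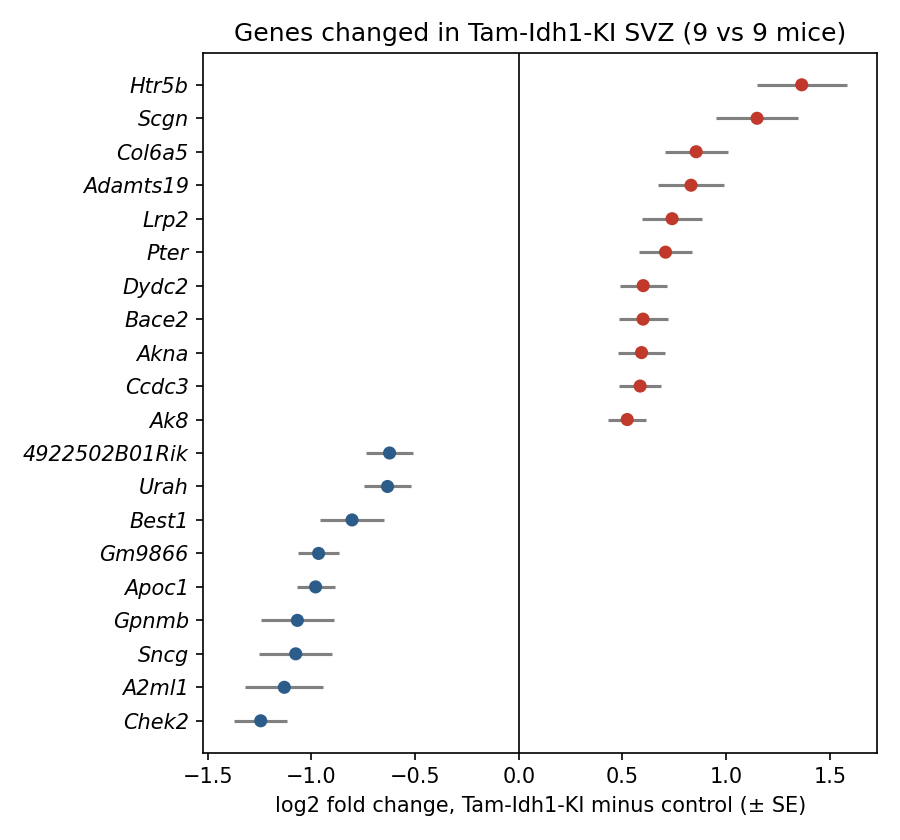
Log2 fold change between Tam-Idh1-KI and control SVZ (x axis, Tam-Idh1-KI minus control) of the 20 genes past an adjusted p of 0.05 (y axis). Points are estimates from limma over 9 and 9 mice, red for the 11 higher and blue for the 9 lower genes, and bars are the SE. The estimates run from -1.24 for *Chek2* to 1.36 for *Htr5b*.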

Gene set enrichment analysis (GSEA) revealed several pathways and processes of note that were more active in Tam-Idh1-KIs than controls at a false discovery rate <0.05 (Figures 8F and S6E, Table S1). 

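Gene sets of chromosome upkeep and cell division had the highest scores in Tam-Idh1-KI SVZ, and sets of synaptic signalling and ion transport the lowest. Of 592 mouse Reactome sets, 44 were higher and 18 lower at an adjusted p under 0.05 from fgsea, which ranked the 11465 genes by limma's moderated t. The normalized enrichment score (NES) was 2.32 for chromosome maintenance, whose median log2 fold change over 58 genes was 0.14, and 2.26 for telomere maintenance (both adjusted p = 0.00614). Mitotic prometaphase had 1.95, and DNA strand elongation 2.08. Among the lower sets were ion channel transport, with -1.98 over 90 genes, transmission across chemical synapses with -1.71, and the receptors for amine ligands with -1.97 (adjusted p = 0.0197). Replication-dependent histones, which are made in S phase, were 10 of the 35 measured genes of telomere maintenance and 17 of the 48 of meiosis. Of the sets in Table S1, 48 have a set of the same name here and 46 had enough measured genes. All 46 had the sign given in Table S1, 17 of them passed (16 higher, 1 lower), and the Pearson r of both scores was 0.881 across these overlapping sets, which are not independent, or 0.724 over the 45 sets positive in Table S1. Table S1 was made from these same mice, so the shared sign is not independent evidence. These scores take genes as the units of chance. By camera with its preset correlation 36 of the 592 sets passed and 12 of the 46, and with an estimated correlation none did (smallest adjusted p = 0.519). The count of 62 was 41 with replicate number as a block, 41 (40 higher, 1 lower) with median scaling, 29 without the histone genes, 8 on the first day and 98 on the second, 102 with array weights, 34 without Tam-Idh1-KI replicate 9, 9 without control replicate 2 and 97 without control replicate 3. Of the 46, 10 passed without the histone genes, 4 on the first day alone and 6 without control replicate 2.

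**Figure D2:**
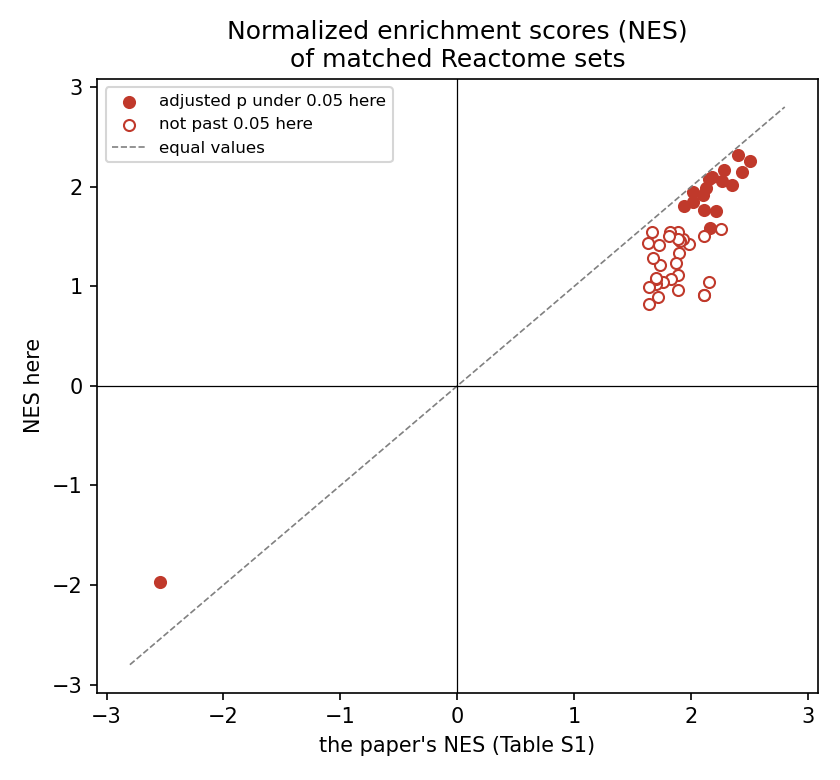
NES of the 46 matched Reactome sets from the present fit (y axis) against the paper's NES in Table S1 (x axis). Each point is a gene set, filled where the adjusted p is under 0.05 here (17 sets), and the dashed line marks equal values. All 46 points have the same sign on both axes, and the paper's value is farther from 0 in 46 of 46.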

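Genes of dividing cells were higher in Tam-Idh1-KI SVZ as groups, by small amounts per gene, and so were markers of neural stem cells. Of 37 genes of G2 and mitosis, 32 had a positive log2 fold change, with a median of 0.24. *Kif11*, a motor of the mitotic spindle, was at 0.45 (SE 0.13), and the mitotic kinase gene *Cdk1* at 0.35 (SE 0.14). Of 28 S phase genes 25 were positive (median 0.16), as were 25 of 31 replication fork genes (median 0.14; both lists hold 8 genes in common) and 41 of 45 replication-dependent histone genes (median 0.16). Examples are the helicase subunits *Mcm6* at 0.44 (SE 0.14) and *Mcm7* at 0.43 (SE 0.13), and the histone gene *H4c3* at 0.48 (SE 0.19). Of 26 neural stem cell genes 22 were positive (median 0.13), among them the matrix protein gene *Tnc* at 0.64 (SE 0.16), *Prom1* at 0.47 (SE 0.14) and *Vim* at 0.45 (SE 0.16). The list shares 3 genes, *Tnc*, *Vim* and *Gfap*, with that of reactive astrocytes, which had a higher median (0.26, camera adjusted p = 0.000351; adjusted p = 0.398 with an estimated correlation). No member of these lists passed over all genes tested. Adjusted over the list alone, 1 S phase gene rose, the helicase gene *Blm* at 0.35 (SE 0.075), and 2 neural stem cell genes, *Tnc* and *Prom1*. By camera the shifts of the G2/M list (adjusted p = 3.68e-06), the S phase list (adjusted p = 7.21e-05), the replication fork list (adjusted p = 0.000351) and the neural stem cell list (adjusted p = 0.00333) each had an adjusted p = 0.398 with an estimated correlation. For the histone list these were adjusted p = 1.6e-06 and adjusted p = 0.445 with an estimated correlation. Of 21 genes of telomerase, shelterin and telomere upkeep 17 were positive, with a median of 0.028 and a mean of 0.080. This list did not pass (camera adjusted p = 0.167). Its score lay above the control mean in 8 of 9 Tam-Idh1-KI mice, by 0.081 on average (exact permutation p = 0.0333, or 0.102 adjusted over 52 lists). The helicase gene *Rtel1* had 0.40 (SE 0.16), and *Tert* was detected on 1 of 18 arrays and not tested. The 12 measured embryonic stem cell genes had a median of 0.16 (adjusted p = 0.0828), with *Tbx3* at 0.50 (SE 0.17). Per mouse, the G2/M score was 0.10 ± 0.16 (SD, n = 9) in Tam-Idh1-KI and -0.10 ± 0.16 (SD, n = 9) in control SVZ, a difference of 0.21 (exact permutation p = 0.0238, or 0.097 adjusted over 52 lists) that was 0.16 on the first and 0.30 on the second hybridisation day. In the same mice markers of ependymal cells, the ciliated cells that line the ventricle, rose as a list, with a median of 0.30 over 36 genes (adjusted p = 4.34e-11; adjusted p = 0.398 with an estimated correlation). None passed over all genes, and 17 were higher and 1 lower when adjusted over the list alone. The preset-correlation call of the neural stem cell list was lost with replicate number as a block (adjusted p = 0.0719) and without control replicate 2 (adjusted p = 0.0573). The neural stem cell score differed by 0.158 between the groups (exact permutation p = 0.0189), and by 0.07 with the ependymal score in the model (exact permutation p = 0.228). With it the G2/M difference was 0.0789 (exact permutation p = 0.29), and that of S phase went from 0.181 to 0.0683 (exact permutation p = 0.317). The embryonic stem cell list passed with the mean of probes (adjusted p = 0.00919) and without Tam-Idh1-KI replicate 3 (adjusted p = 0.0446) or 4 (adjusted p = 0.0348) or control replicate 6 (adjusted p = 0.04) or 9 (adjusted p = 0.046).

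**Figure D3:**
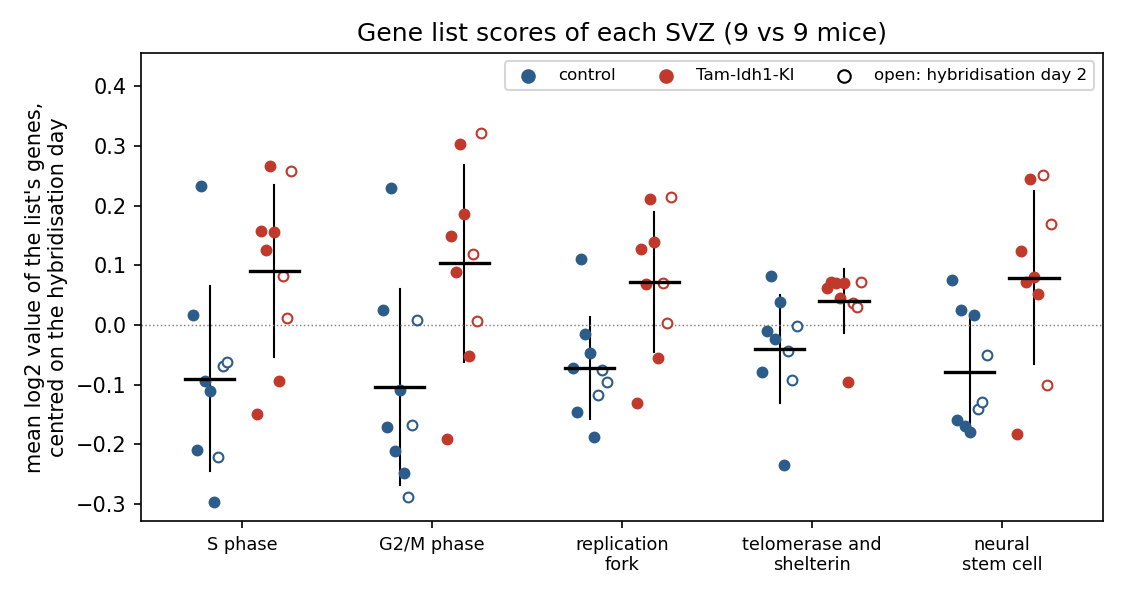
List score of each mouse (y axis, mean log2 value centred on the hybridisation day) for 5 gene lists (x axis) in control (blue) and Tam-Idh1-KI SVZ (red). Each point is 1 of 9 mice per group, open for the second hybridisation day, and black lines mark the mean and SD. The groups overlap for each list, and 8 of 9 Tam-Idh1-KI mice lie above the control mean of the same hybridisation day for the G2/M list.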

Notably, these included brain-tumor-associated processes matching the mouse phenotype such as stemness, cell cycle, maintenance of telomeres, and DNA replication. This analysis also showed significant increases in gene sets specific to human glioblastomas, including the proneural sub-type, which is characterized by mutation of *IDH1* (Verhaak et al., 2010) (Figures 8F and S6E). 

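Marker genes of the glioblastoma sub-types were spread around small positive changes. These lists were written from general knowledge and are shorter than the published sets. Of 45 proneural genes 31 had a positive log2 fold change, with a median of 0.045, and the list did not pass by camera (adjusted p = 0.156). It passed with no detection filter (adjusted p = 0.0381), with array weights (adjusted p = 0.0425), without Tam-Idh1-KI replicate 1 (adjusted p = 0.0331) and without control replicate 1 (adjusted p = 0.0337). The proneural score was higher than the control mean in 8 of 9 Tam-Idh1-KI mice, by 0.085 on average (exact permutation p = 0.0242, or 0.097 adjusted over 52 lists). The 22 classical genes had a median of 0.058 (adjusted p = 0.415). The growth factor receptor gene *Egfr* was at 0.24 (SE 0.10), the cyclin gene *Ccnd2* at 0.27 (SE 0.10) and *Fgfr3*, another receptor gene, at -0.45 (SE 0.19). The 24 mesenchymal genes had a median of 0.12 (adjusted p = 0.188, or adjusted p = 0.042 without control replicate 6), with the hyaluronan receptor gene *Cd44* at 0.50 (SE 0.17) and the galectin gene *Lgals3* at 0.49 (SE 0.19). None of the members of the 3 lists passed, whether over all genes tested or adjusted over the list alone.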

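Target genes of Wnt signalling rose as a list in Tam-Idh1-KI SVZ, while those of c-Myc stayed near no change in the median. Of 31 measured Wnt targets 22 had a positive log2 fold change, with a median of 0.13 (camera adjusted p = 0.00841; adjusted p = 0.398 with an estimated correlation). The secreted protein gene *Ccn5* was at 1.31 (SE 0.38), the transcription factor genes *Sp5* at 0.58 (SE 0.18) and *Prox1* at 0.40 (SE 0.14), and none of the members passed over all genes or adjusted over the list alone. The Wnt target score lay above the control mean in 9 of 9 Tam-Idh1-KI mice, at 0.082 ± 0.11 (SD, n = 9) against -0.082 ± 0.065 (SD, n = 9). This difference of 0.16 passed with a two-sided exact permutation p = 0.00141, or 0.0413 adjusted over 52 lists. Among 40 components of the pathway the median was 0.036 (adjusted p = 0.224), none passed over all genes, and 3 rose and 1 fell when adjusted over the list alone. Those were the ligand transporter gene *Wls* at 0.48 (SE 0.10), the antagonist *Sfrp1* at 0.58 (SE 0.14), the ligand *Wnt5a* at 0.34 (SE 0.089) and the coactivator *Pygo1* at -0.28 (SE 0.088). *Ctnnb1*, which encodes β-catenin, had 0.079 (SE 0.074) (adjusted p = 0.832). Of 66 *Myc* targets 34 were positive, with a median of 0.0096 (camera adjusted p = 0.849), and none passed over all genes or adjusted over the list alone. *Cdc25a* had 0.24 (SE 0.10) and *Ran* -0.14 (SE 0.068). The *Myc* target score was higher in 8 of 9 mice, by 0.035 (exact permutation p = 0.0161, or 0.0839 adjusted over 52 lists). The 22 genes repressed by *Myc* had a median of 0.022 (adjusted p = 0.229); adjusted over the list alone 1 rose, the cell cycle inhibitor gene *Cdkn2b* at 0.60 (SE 0.12). *Myc* itself was detected on 0 and 2 of 18 arrays by its probes and was not tested. Ependymal markers were higher in the same mice, 33 of 36 with a positive log2 fold change. Without control replicate 2 the camera call of the Wnt target list was lost (adjusted p = 0.0573), and its score no longer passed with the score adjusted for sex (adjusted p = 0.0732) or without Tam-Idh1-KI replicate 8 (adjusted p = 0.0724). The score difference itself changed little. It was 0.158 adjusted for sex and 0.174 without this mouse (unadjusted exact permutation p = 0.00152 in both). With sex in the model beside the day it was 0.167 (exact permutation p = 0.00281). The call was thus lost in the adjustment over 52 lists.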

Interestingly, both Wnt and c-Myc target genes were also overexpressed in Tam-Idh1-KIs, suggesting potential molecular mechanisms for the gliomagenesis phenotype.

## Discussion

We have shown that conditional, inducible expression of the *Idh1*^R132H^ mutation in the adult mouse SVZ stem cell niche causes cellular and molecular features associated with brain tumorigenesis. We found three critical phenotypes in the SVZ niche: (1) increased numbers of label-retaining stem cells as well as acutely proliferating cells in and around the SVZ and RMS; (2) significant infiltration of neuronal and glial progenitors from the SVZ and RMS into surrounding regions; and (3) subventricular nodules containing proliferating stem/progenitor cells that protruded into the LV from the SVZ. The mutant animals developed dilation of the LVs, with accompanying distortion of the cerebrum and clinically apparent hydrocephalus. However, the brains showed little, if any, evidence of neural damage or degeneration and appeared largely normal histologically in regions away from the niche.

The phenotypic dissimilarities between our Tam-Idh1-KI and other *Idh1/2* models probably resulted from our targeting of *Idh1*^R132H^ to the neurogenic niches of the adult brain. Nestin-Cre causes recombination early in the SVZ lineage and can affect large numbers of NSCs (Lagace et al., 2007). However, nestin is also expressed in other SVZ cells, including TAPs and niche astrocytes (Doetsch et al., 1997), and all of these may have been influenced by the *Idh1* mutation. Given the relatively large expansion of quiescent NSCs and the overexpression of stem cell markers in Tam-Idh1-KI mice, our data suggest that an early stem cell was targeted by Nes-Cre. The leakiness of the *Idh1*^*fl(*R132H*)/+*^ allele may also have contributed to the Tam-Idh1-KI phenotype. Evidence strongly suggests that the phenotype caused by the leaky allele also originates in the SVZ. First, although the leaky allele causes 2HG accumulation in all tissues examined, no phenotype outside the brain was detected. Second, the phenotypes of Tam-Idh1-KI and leaky mice are very similar, notwithstanding much reduced penetrance and severity in the latter. Third, nestin expression is not induced by 2HG outside the SVZ and SGZ in the leaky mice; thus, while Tam-Idh1-KI mice are produced from an allele that is already leaky, when tamoxifen is given, full R132H knockin occurs in the SVZ and SGZ. Although leaky R132H expression in cells outside the SVZ could in theory explain the more numerous and misplaced cells in the striatum, corpus callosum, RMS, and OB in *Idh1* mutants, lineage tracing in Tam-Idh1-KIs showed that the cells undergoing recombination in the SVZ after tamoxifen administration could account for the great majority of these cells.

Tsc1-cKO (*Nes-Cre*^*ER(T2)*^; *Tsc1*^*loxP/loxP*^) mice also develop hydrocephalus, periventricular nodules, and tumor-like structures near the inter-ventricular foramen (Feliciano et al., 2012, Zhou et al., 2011). The Tsc1-KO lesions are Dcx^+^ and were mostly non-proliferative, in contrast to our mice. The causes of ventricular dilation and hydrocephalus were not identified in the Tsc1-KOs, although cryptic nodules obstructing CSF flow or disrupting the ependymal lining are possible causes. Mice overexpressing *Tlx*, a key regulator of NSC expansion, also develop periventricular nodules, accompanied by SVZ and RMS changes similar to the Tam-Idh1-KIs but without the gross phenotype of our animals (Liu et al., 2010). 

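Tlx, encoded by *Nr2e1*, keeps neural stem cells from leaving the cell cycle. In Tam-Idh1-KI SVZ *Nr2e1* was at 8.12 ± 0.14 (SD within hybridisation day, n = 9, log2) and in control SVZ at 7.85 ± 0.33 (n = 9). This is a log2 fold change of 0.23 (SE 0.12), higher than the control mean in 8 of 9 mice, which did not pass in limma (adjusted p = 0.592). The short list of 6 genes that Tlx activates, written from general knowledge and not the published target sets, had 3 positive members and a median of 0.022 (camera adjusted p = 0.707). Its members with the smallest unadjusted p were *Nes* at 0.32 (SE 0.22), *Ctnnb1* at 0.079 (SE 0.074), *Wnt7a* at 0.046 (SE 0.14) and *Sirt1* at -0.0098 (SE 0.064). The 8 genes that Tlx represses had a median of 0.0044 (adjusted p = 0.987), with *Aqp4*, an astrocyte water channel gene, at 0.27 (SE 0.13) and *Bmpr1b* at 0.19 (SE 0.12). *Cdkn1a* was at -0.16 (SE 0.16) and *Bmp4* at -0.13 (SE 0.15). No member of either list passed over all genes or adjusted over the list alone, and with so few genes only large shared shifts could be seen.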

We found increased expression of Tlx targets in the Tam-Idh1-KI mice (Table S1).

Several theories as to how the *IDH1*^R132H^ mutation drives cancer were not supported by our work, including hypoxia pathway activation, increased angiogenesis, altered collagen, histone methylation, and ROS. 

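Genes of vessel growth did not move one way in Tam-Idh1-KI SVZ. Of 20 angiogenesis genes 13 had a positive log2 fold change, with a median of 0.073 (limma camera adjusted p = 0.698). *Vegfa*, the main vessel growth factor, had -0.0083 (SE 0.092) (adjusted p = 0.993). *Esm1*, a gene of endothelial tip cells, fell by 0.60 on the log2 scale (SE 0.15) when adjusted over the list alone (adjusted p = 0.0208), and the receptor gene *Nrp1* had -0.22 (SE 0.087). Markers of endothelial cells rose as a list, by a median of 0.13 over 27 genes (adjusted p = 0.00439; adjusted p = 0.398 with an estimated correlation). *Slco1c1*, a transporter gene of brain vessels, was at 0.35 (SE 0.10) and passed when adjusted over the list alone. This call was lost on the first hybridisation day alone (adjusted p = 0.786). Of 13 measured collagen genes of the list 9 were positive, with a median of 0.089 (adjusted p = 0.415). Adjusted over the list alone, 1 rose, *Col5a1* at 0.39 (SE 0.12), and 1 fell, *Col23a1* at -0.61 (SE 0.18). The Reactome set of collagen fibril assembly had a normalized enrichment score of 1.87 over 16 genes (fgsea adjusted p = 0.0189; camera adjusted p = 0.519 with an estimated correlation), and that of collagen formation 1.63 (adjusted p = 0.0976). None of the members of these 3 lists passed over all genes tested, but *Col6a5*, a collagen gene that the list does not hold, rose by 0.86 and did (adjusted p = 0.0259). The probe of *Col6a5* was detected on 12 arrays and lay near the background in controls (mean 5.37, log2).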

We caution that the SVZ tissue analyzed may have contained some non-induced cells, diluting out effects. We did find that *Idh1*^R132H^ animals had raised 2HG and decreased αKG, accompanied by reduced 5hmC and increased global 5mC in DNA. *IDH2* and *TET2* mutations are mutually exclusive in AML (Figueroa et al., 2010, Gaidzik et al., 2012), and it has been reported that expression of mutant IDH or administration of 2HG can inhibit TET2 in vitro and in vivo, resulting in decreased production of 5hmC (Figueroa et al., 2010, Sasaki et al., 2012a, Xu et al., 2011) and reduced DNA demethylation (Pastor et al., 2013). TET activity might also be limited by reduced αKG availability. The increased DNA methylation in Tam-Idh1-KI brains is correspondingly present in human *IDH1-*mutant tumors (Guilhamon et al., 2013, Lu et al., 2012, TCGA, 2015, Sturm et al., 2012), but the pattern of changes appears to differ, the former being global and relatively uniform and the latter, targeting CpG islands (CIMP). It is of note that CIMP has often been measured using microarrays that focus on CpG islands, with much less coverage of other CpGs. Therefore, some cases scored as CIMP^+^ may actually possess a tendency to genome-wide methylation. Furthermore, a global methylator phenotype could cause CIMP by the selection of epimutations at CpG islands during tumorigenesis.

mRNA expression profiling showed Tam-Idh1-KI mice to have increased c-Myc and Wnt pathway activity, higher numbers of cycling cells, upregulated telomere maintenance, and more cells with a stem-like phenotype. 

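Markers of the cells that descend from SVZ stem cells rose as lists in Tam-Idh1-KI mice. Of 14 genes of transit amplifying cells, the dividing progenitors, 12 had a positive log2 fold change, with a median of 0.22 (limma camera adjusted p = 0.00262), and *Insm1* was at 0.33 (SE 0.091). Of 28 genes of neuroblasts, the migrating young neurons, 18 were positive, with a median of 0.15 (adjusted p = 0.00439), among them *Cd24a*, which the ependymal list also holds, at 0.53 (SE 0.12), *Dpysl3* at 0.38 (SE 0.11) and *Nrep* at 0.34 (SE 0.11). Both lists had an adjusted p = 0.398 with an estimated correlation, and they share 4 genes. No member passed over all genes tested; adjusted over the list alone 1 transit amplifying cell gene and 4 neuroblast genes rose. The neuroblast score was 0.084 ± 0.14 (SD, n = 9) in Tam-Idh1-KI and -0.084 ± 0.076 (SD, n = 9) in control SVZ (exact permutation p = 0.00942, or 0.0816 adjusted over 52 lists). It lay above the control mean of the same hybridisation day in 9 of 9 Tam-Idh1-KI mice. The transit amplifying cell score differed by 0.17 (exact permutation p = 0.0315, or 0.102). Markers of other cell types moved in the same mice. The ependymal score was 0.14 ± 0.22 (SD, n = 9) against -0.14 ± 0.15 (SD, n = 9) in controls. Mature oligodendrocyte genes were called higher, with a median of 0.20 (adjusted p = 1.49e-05; adjusted p = 0.497 with an estimated correlation). Their score did not pass (exact permutation p = 0.18, or 0.323 adjusted), and Tam-Idh1-KI replicates 3 and 4 were highest at 0.73 and 0.67, against a highest control of 0.16. General neuron genes were lower by a median of -0.088 (adjusted p = 0.00165; adjusted p = 0.423 with an estimated correlation). With median scaling the median of all genes was 0.12 and that of the general neuron genes 0.015, which is -0.10 relative to it. The neuron list no longer passed on the first hybridisation day alone (adjusted p = 0.15). Without control replicate 2 the neuroblast list (adjusted p = 0.0573) and the transit amplifying cell list (adjusted p = 0.0641) no longer passed. The paper reads the expression profiles as showing raised Wnt and c-Myc activity and telomere upkeep, and more cycling and stem-like cells, in the mutant mice.

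**Figure D4:**
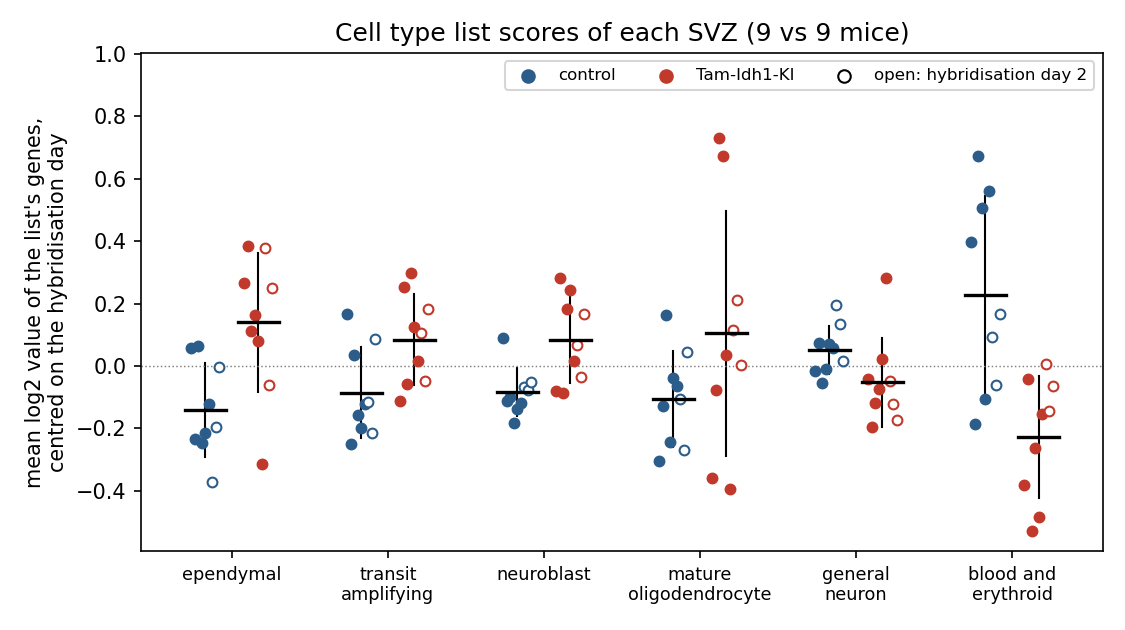
List score of each mouse (y axis, mean log2 value centred on the hybridisation day) for 6 cell type lists (x axis) in control (blue) and Tam-Idh1-KI SVZ (red). Each point is 1 of 9 mice per group, open for the second hybridisation day, and black lines mark the mean and SD. Each of the 9 Tam-Idh1-KI mice lies above the control mean of the same hybridisation day for the neuroblast list. Each lies below it for the blood and erythroid list. The black lines are drawn over both days.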

Culture of human neuronal stem/progenitor cells supported the mouse data by showing increased self-renewal and proliferation in cells expressing *IDH1*^R132H^. All of these functional processes are strongly mechanistically associated with tumorigenesis. Tam-Idh1-KI mice also expressed high levels of genes associated with *IDH1*-mutant human brain tumors.

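Among the proneural genes with the smallest unadjusted p-values, *Nkx2-2*, a transcription factor gene of oligodendrocyte progenitors, had a log2 fold change of 0.47 (SE 0.16) in Tam-Idh1-KI SVZ, *Marcksl1* 0.30 (SE 0.11) and *Sox11*, a transcription factor gene of young neurons, 0.26 (SE 0.10), each higher than the control mean in 8 of 9 mice. None passed over all genes tested in limma (adjusted p = 0.328 for *Nkx2-2*). Of the 45 measured proneural genes 6 also stand in the neuroblast list and 8 in the list of oligodendrocyte progenitor genes. The 29 oligodendrocyte progenitor genes had a median of 0.045 (camera adjusted p = 0.445), with *Enpp6* at 0.62 (SE 0.26) and *Bcas1* at 0.36 (SE 0.16). Of 21 genes of the PDGF, EGF and Hedgehog pathways 10 were positive. The median was -0.031 and the mean 0.015, so that they differ in sign, and the list did not pass (adjusted p = 0.743). *Gli3*, a transcription factor gene of Hedgehog signalling, rose when adjusted over the list alone, at 0.30 (SE 0.066).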

Together, our findings show that expression of mutant *Idh1* recapitulates cellular and molecular features of gliomagenesis, including stem cell features, increased proliferation, infiltration into adjacent structures, and tumor-like nodules originating from nestin-expressing cells. Our data suggest that the underlying cellular defect in the Tam-Idh1-KI mice is an increased and poorly controlled number of dividing stem/progenitor cells that retain much of their differentiation capacity, thus potentially representing the earliest phase of IDH-driven gliomagenesis. Our mice provide insights into human *IDH1-*driven brain tumors and a model system for assessing therapies.

## Experimental Procedures

Procedures are detailed in the Supplemental Experimental Procedures and summarized here. All mouse experiments were performed in accordance with institutional and national guidelines and regulations under UK Home Office Project Licence PPL 3003311. For the Tam-Idh1-KI model, mice received intraperitoneal tamoxifen injections to induce Nes-Cre-mediated recombination, causing the R132H protein to be expressed. For analysis of mRNA and proteins, snap-frozen tissue was obtained for analysis after sectioning brains and carefully removing the SVZ or other region under a dissecting microscope. For fixed tissue analysis, mice were transcardially perfused with normal saline and 4% paraformaldehyde (PFA). Brains were removed, post-fixed in 4% PFA, cryoprotected in 30% sucrose, and frozen. Sections were cut on a sliding microtome, and kept at −20°C. Sections were stained using standard free-floating IHC. Numbers of immune-positive cells were counted in confocal microscopy z stacks. All quantifications were done by an observer blinded to mouse genotypes.

Molecular assays were performed using standard protocols for (1) 5mC and 5hmC (HPLC and next-generation sequencing), (2) TCA cycle and other metabolites (mass spectrometry); and (3) mRNA expression profiling (Illumina Mouse WG6-v2 microarrays). Western blotting was performed to assess the expression of selected proteins (hypoxia, ROS, histone modification, collagen), supplemented by qRT-PCR for mRA where appropriate.

For all phenotypic assessments, including molecular studies, tamoxifen-treated, Tam-Idh1-KI animals were compared with paired, tamoxifen-treated, littermate controls (*Idh1*^*+/+*^, with or without *Nes-Cre* transgene). Cell lineage and proliferation analysis was performed using immunofluorescence for DNA labeling agents (BrdU, EdU), proliferation marker (Ki67), and markers of differentiation (GFAP, Olig2, NeuN, Dcx, S100β, Pdgfrα). Assessment of tissue morphology was performed using H&E-stained sections, supplemented by IHC for selected markers.

Assays to assess the effect of *IDH1*^R132H^ were performed by expressing the mutant protein in ReNcell CX from human fetal cerebral cortex or neural stem/progenitor cells from P4 wild-type mice. Assays performed on these cells included primary and second neurosphere formation and transwell motility.

All data are presented as means ± SDs, with nominal p values from unpaired t tests, unless specified otherwise in the figure legend.

## Author Contributions

Planned experiments: C.B., O.A.D., J.A., P.J.P., J.S.M., C.J.S., S.K., P.J.R., F.G.S., I.T. Performed experiments and analyses: C.B., O.A.D., O.A., D.K., J.A., P.J.P., K.A., I.P., L.F.M., J.S.M., H.L., S.S., N.S., R.G., T.S., O.A., P.B., M.T., F.G.S., and I.T. Wrote the manuscript: C.B., O.A.D., P.J.R., F.G.S., and I.T. Oversaw the study: C.J.S., P.M., O.A., B.S.-B., S.K., P.J.R., F.G.S., and I.T.

## Figures and Tables

**Figure 1:**
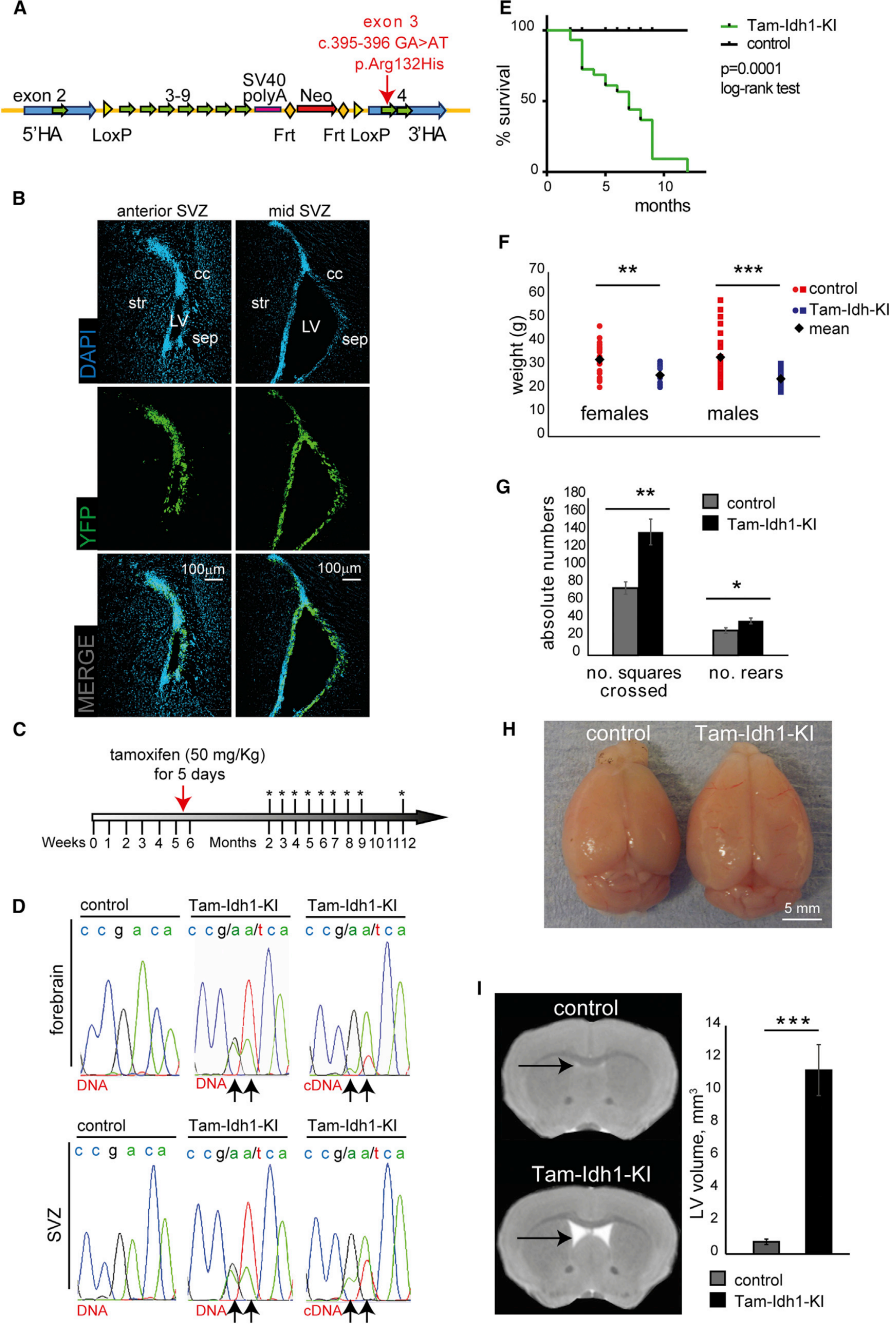
*Idh1*^R132H^ Expression in the SVZ and Its Effects on Weight, Behavior, and Lateral Ventricle Size in Adult Mice (A) The construct used to generate Tam-Idh1-KI mice is shown. After homologous recombination into the endogenous *Idh1* locus, expression of Cre causes deletion of (1) a mini-gene containing *Idh1* wild-type exons 3–9; (2) termination codon and SV40 polyA signal; and (3) Neo^R^ cassette. *Idh1*^R132H^ is then expressed from the native promoter. The following features are shown: *loxP* and Frt sites; 5′ and 3′ homology arms (HAs); wild-type mini-gene (exons 3–9) and SV40 polyA signal; neomycin resistance cassette (Neo^R^); location of the R132H mutation. (B) The panels show expression of the YFP reporter in the anterior SVZ (left) and mid-SVZ (right) of *Nes-Cre*^*ER(T2)*^*;R26R-EYFP* mice 29 weeks after tamoxifen induction. cc, corpus callosum; str, striatum; sep, septum; LV, lateral ventricle. (C) Tamoxifen dosage schedule is shown. Asterisks indicate time points of brain collections. (D) Sequencing chromatogram shows genomic DNA or cDNA of a region around *Idh1* codon 132 from forebrain or SVZ of control or Tam-Idh1-KI mice as indicated. Arrows indicate nucleotides altered in *Idh1*^R132H^ (c. 395–396 CGA > CAT). (E) Kaplan-Meier plots show the survival of Tam-Idh1-KI (n = 28) and control (n = 32) mice from 18 litters. (F) Body weights of paired Tam-Idh1-KI and control mice are shown. (G) Open field test measures of locomotion (no. of squares crossed) and activity (no. of rears) are shown. (H) Whole-brain dissections show frontal and parietal lobe morphology in Tam-Idh1-KI and control animals. (I) MRI illustrates LV volumes (arrows) in Tam-Idh1-KI mice and controls. Sections were taken at comparable locations. Estimated LV volumes of three Tam-Idh1-KI mice and three controls are shown in the chart. All data are presented as mean ± SD (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005). See also Figure S1.

**Figure 2:**
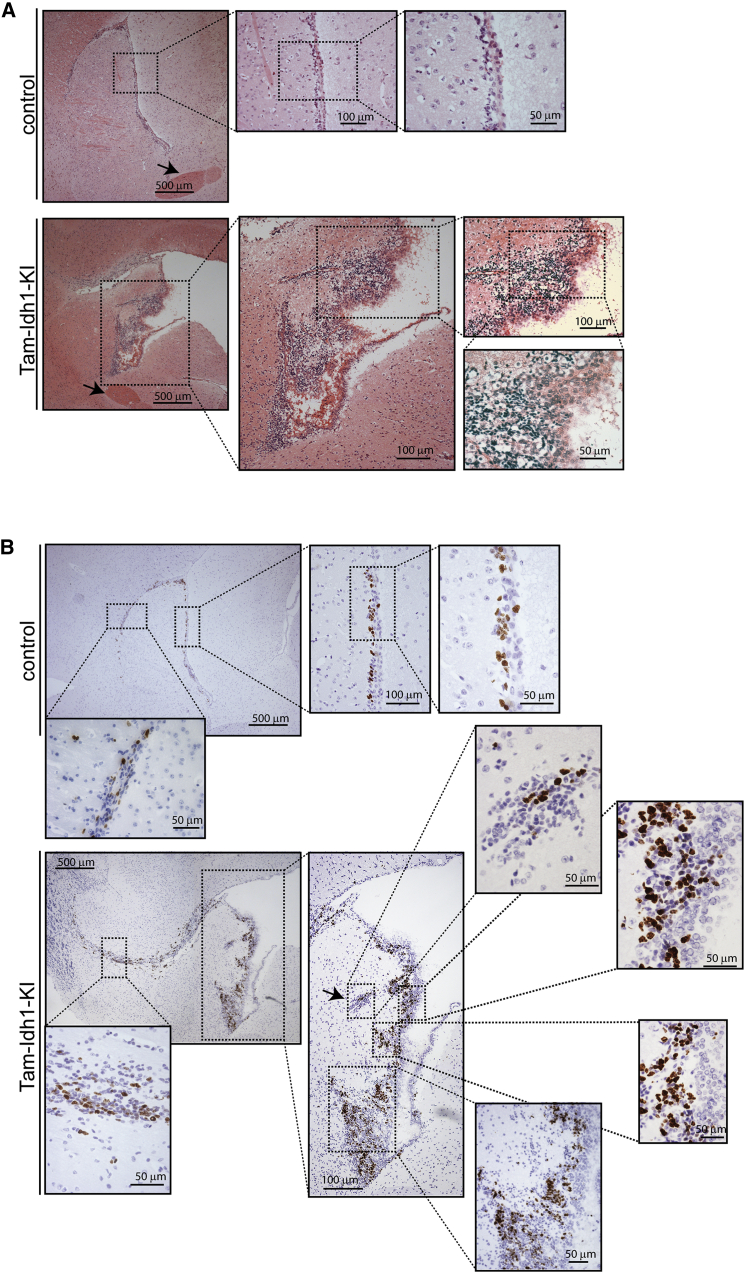
Histology and Proliferation of SVZ in Tam-Idh1-KI and Control Mice (A) H&E staining of sagittal sections from control and Tam-Idh1-KI mice is shown. The anterior commissure is indicated by arrows. (B) Ki67 immunohistochemistry is shown in sagittal sections at comparable medio-lateral positions from Tam-Idh1-KI and control mice. Ki67^+^ cell clusters ectopic to the SVZ are arrowed. Areas in the insets are magnified.

**Figure 3:**
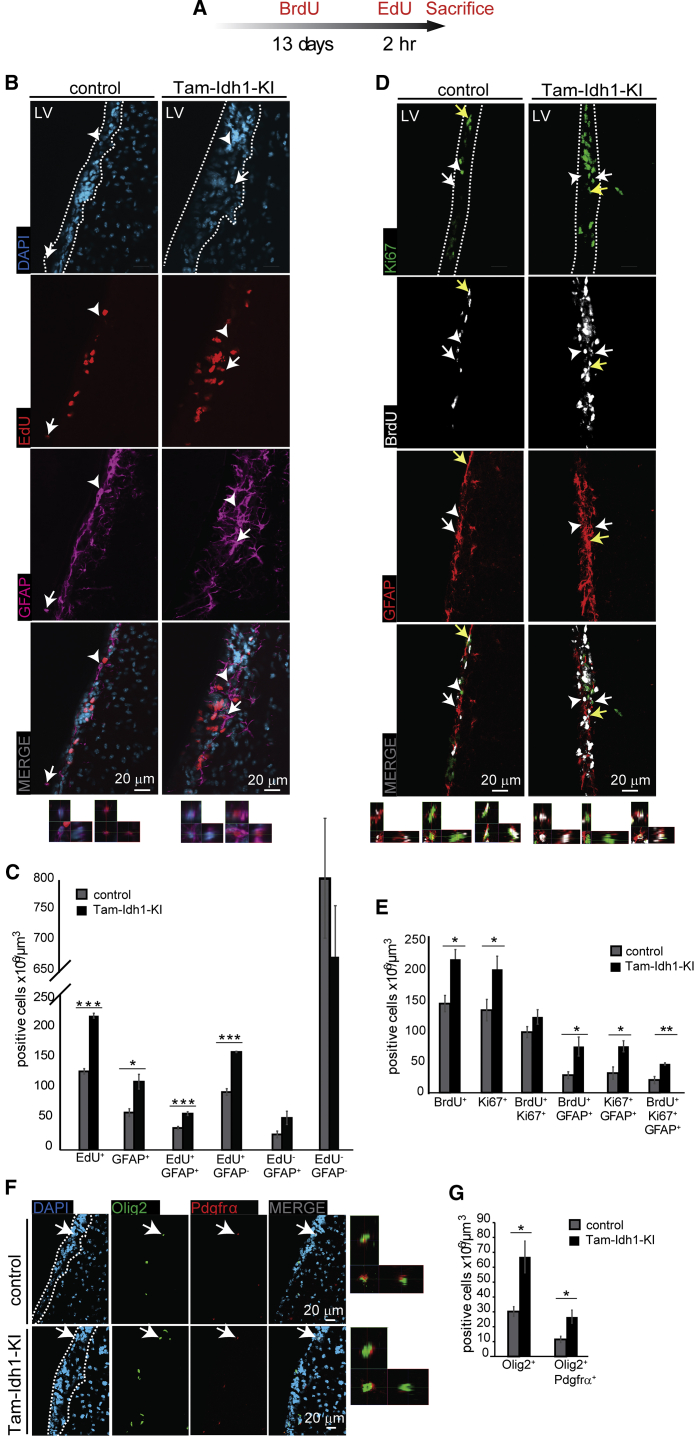
The Effect of *Idh1*^R132H^ on Label-Retaining Cells, Proliferating Cells, and Oligodendrocytes in the SVZ (A) The time course of BrdU and EdU injections is shown. (B) For the analysis of rapidly cycling cells, EdU and GFAP expression in the SVZ was determined. Representative images showing EdU and GFAP expression were derived from coronal sections from four Tam-Idh1-KI and four control mice. The left-hand image at the bottom of each panel is a magnified orthogonal 3D view of the GFAP^+^EdU^−^ cell marked by an arrowhead; and the adjacent right-hand image is the equivalent view of the GFAP^+^EdU^+^ cell marked by an arrow. Dashed lines outline the SVZ. (C) Z stack quantifications of each cellular population from (B) are shown in the chart as “density”, which is a measure of the proportion of each cell type. Total EdU^+^ and GFAP^+^ cells are shown, followed by a breakdown of these into the component categories and an EdU^−^GFAP^-^ group. (D) For analysis of label-retaining cells, BrdU, Ki67, and GFAP expression was assessed. The left-hand image at the bottom of each panel is a magnified orthogonal 3D view of the GFAP^+^BrdU^+^ cell marked by a white arrow; the adjacent middle image is the equivalent view of the GFAP^+^Ki67^+^ cell marked by a white arrowhead; and the adjacent right-hand image is the equivalent view of the GFAP^+^BrdU^+^Ki67^+^ cell marked by a yellow arrow. Other annotation is as per (B). (E) The chart shows quantification of each directly counted, marker-positive cell population from (D). Note that BrdU^+^ cells may have any Ki67 and GFAP status and BrdU^+^Ki67^+^ cells include both GFAP^+^ and GFAP^−^ cells. (F) Olig2^+^ (pan-oligodendrocyte) and Pdgfrα^+^ (progenitors) expression are shown. The image at the extreme right of each panel is a magnified orthogonal 3D view of the Olig2^+^Pdgfrα^+^ cell indicated by a white arrow. Other annotation is as per (B). (G) The chart shows quantification of cell populations from (F). Note that Olig2^+^ includes cells with any Pdgfrα status. All data are presented as mean ± SD (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005). See also Figure S2.

**Figure 4:**
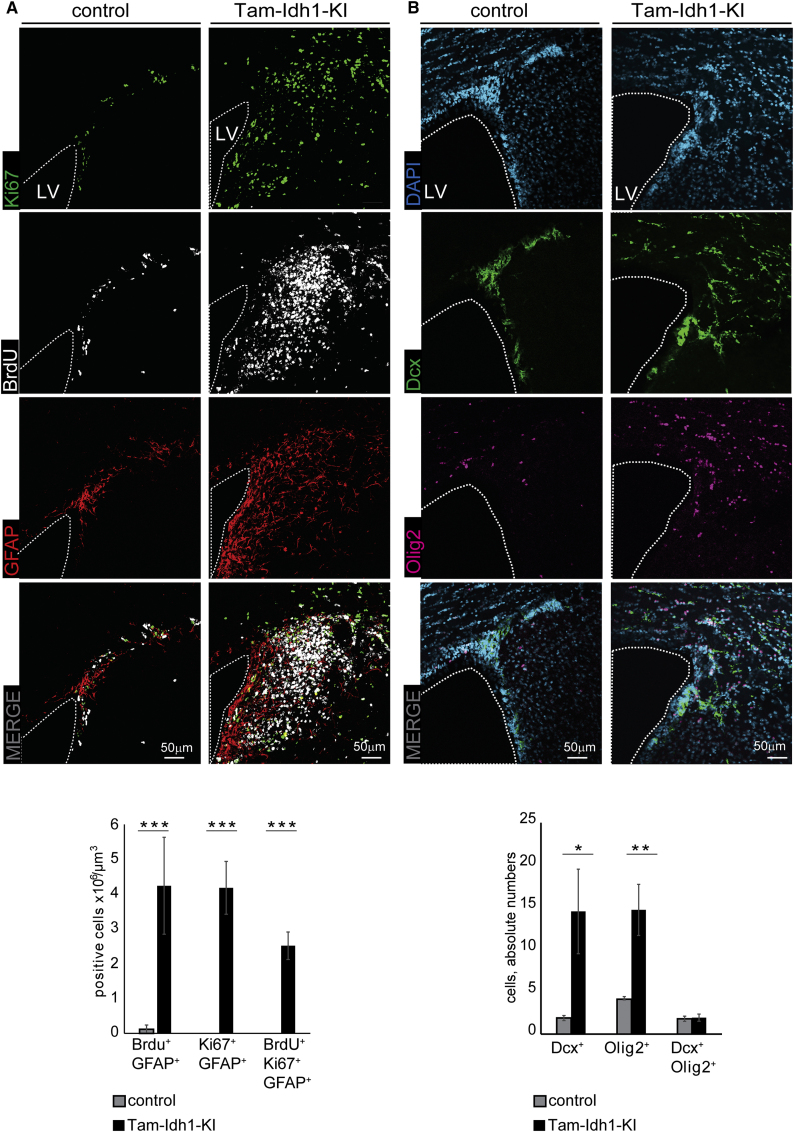
The Effect of *Idh1*^R132H^ on Tissues Surrounding the Dorsolateral Corner of the SVZ (A) Ki67, BrdU, and GFAP expression are shown in coronal sections of Tam-Idh1-KI and control brains. Dashed lines outline the LV, around which the SVZ usually forms a ribbon of cells. The data are quantitated in the bar chart below. (B) Cells expressing oligodendocyte (Olig2^+^) and neuroblast (Dcx^+^) markers are shown. The data are quantitated in the bar chart below. All data are presented as mean ± SD (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.005). See also Figure S3.

**Figure 5:**
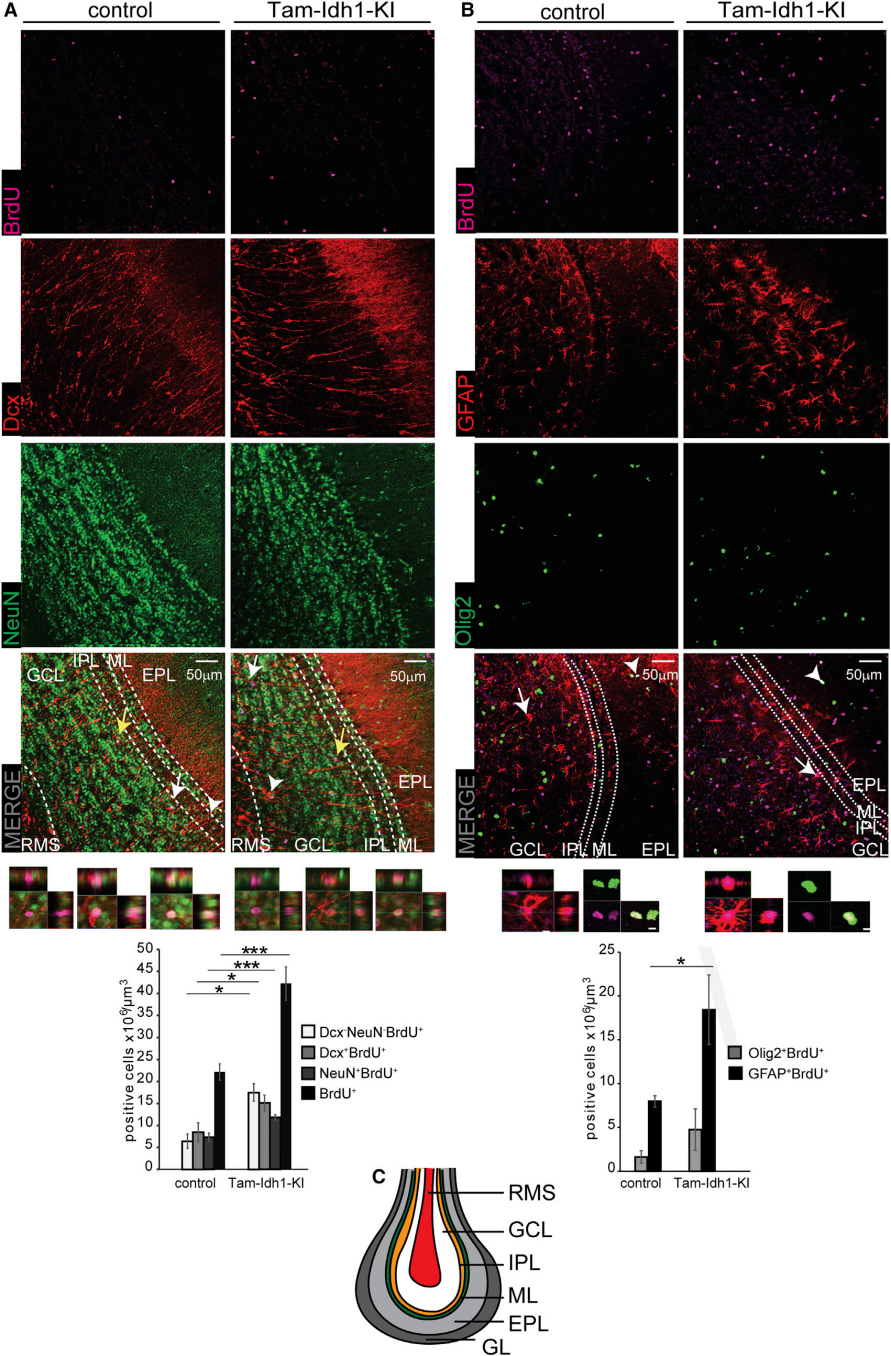
The Effect of *Idh1*^R132H^ on Neurogenesis and Astrocyte Genesis in the Olfactory Bulb (A) BrdU, Dcx, and NeuN expressing cells (neurogenesis) are shown in representative images from Tam-Idh1-KI (n = 4) and control (n = 4) OBs. The left-hand image at the bottom of each panel is a magnified orthogonal 3D view of the BrdU^+^Dcx^−^NeuN^-^ cell marked by a white arrow; the adjacent middle image is the equivalent view of the BrdU^+^Dcx^+^NeuN^−^ cell marked by a white arrowhead; and the adjacent right-hand image is the equivalent view of the BrdU^+^Dcx^−^NeuN^+^ cell marked by a yellow arrow. RMS, rostral migratory stream; GCL, granule cell layer; IPL, internal plexiform layer; ML, mitral layer; EPL, external plexiform layer. The cell counts are quantitated in the bar chart. (B) BrdU, GFAP, and Olig2 (astrocyte genesis) data are shown from the same mice as in (A). The left-hand image at the bottom of each panel is a magnified orthogonal 3D view of the BrdU^+^GFAP^+^ cell marked by a white arrow; and the adjacent right-hand image is the equivalent view of the BrdU^+^Dcx^−^NeuN^+^ cell marked by a white arrowhead. Other annotations are as per (A). (C) A schematic of the multi-layered cellular architecture of a mouse OB is shown. GL, glomerular layer. Other annotations are as per (A). All data are presented as mean ± SD (^∗^p < 0.05, ^∗∗∗^p < 0.005). See also Figure S4.

**Figure 6:**
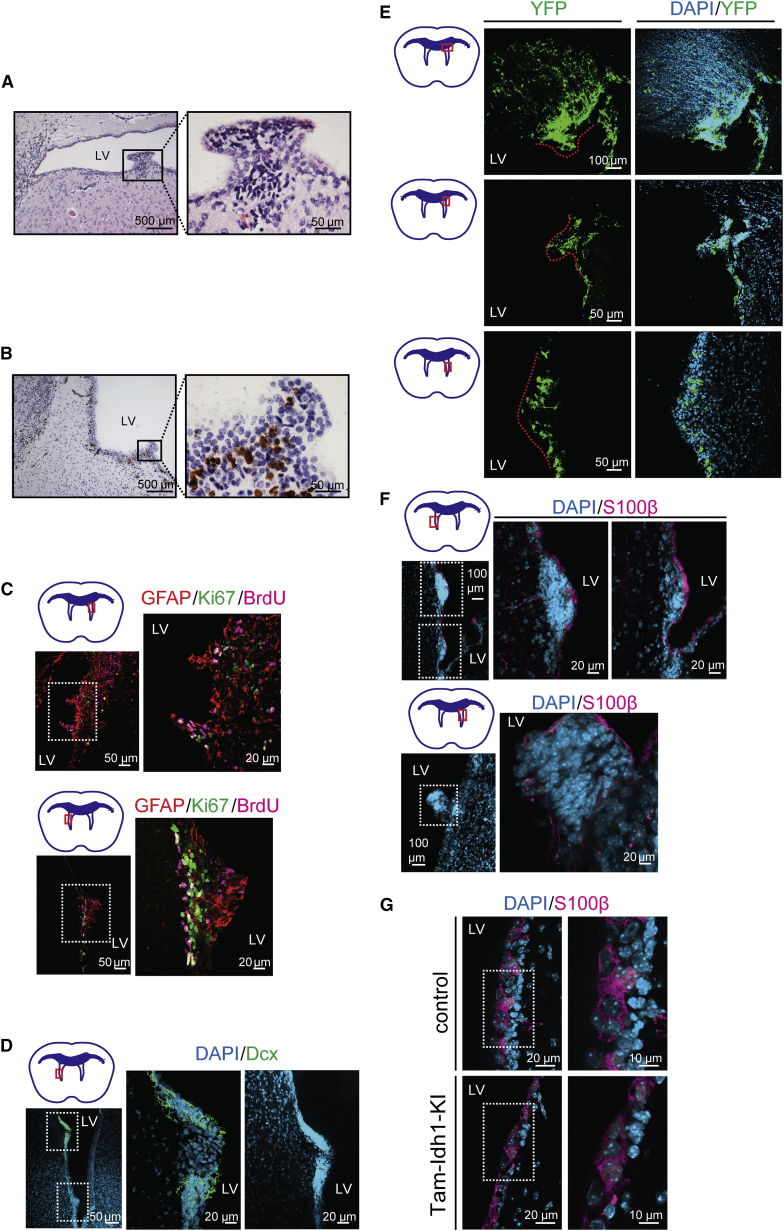
Nodule Formation in the SVZ (A) Typical morphology of a nodule protruding into the lateral ventricle (LV) is shown in an H&E-stained section from a Tam-Idh1-KI animal. (B) Ki67 expression was assessed in a nodule and at other sites along the LV wall. (C) Nodule proliferation was assessed by immunofluorescence for Ki67 and BrdU. Two nodules are shown (left), magnified in the inset (right). The astrocyte lineage marker GFAP is also shown. (D) Immature neuroblast differentiation in nodules was assessed using Dcx. (E) The origin of nodules from nestin-expressing cells was assessed using the YFP reporter. The dashed lines outline the nodules. YFP^+^ cells infiltrating the corpus callosum are also marked. (F) Ependymal cell-specific S100β expression indicates the extent of the continuity of the ependymal cell layer overlying the nodules and potential origins of the nodules from ependymal cells. Three nodules are shown (left), magnified in the insets (right). (G) A high-power view compares the ependymal cell layer in Tam-Idh1-KI and control mice.

**Figure 7:**
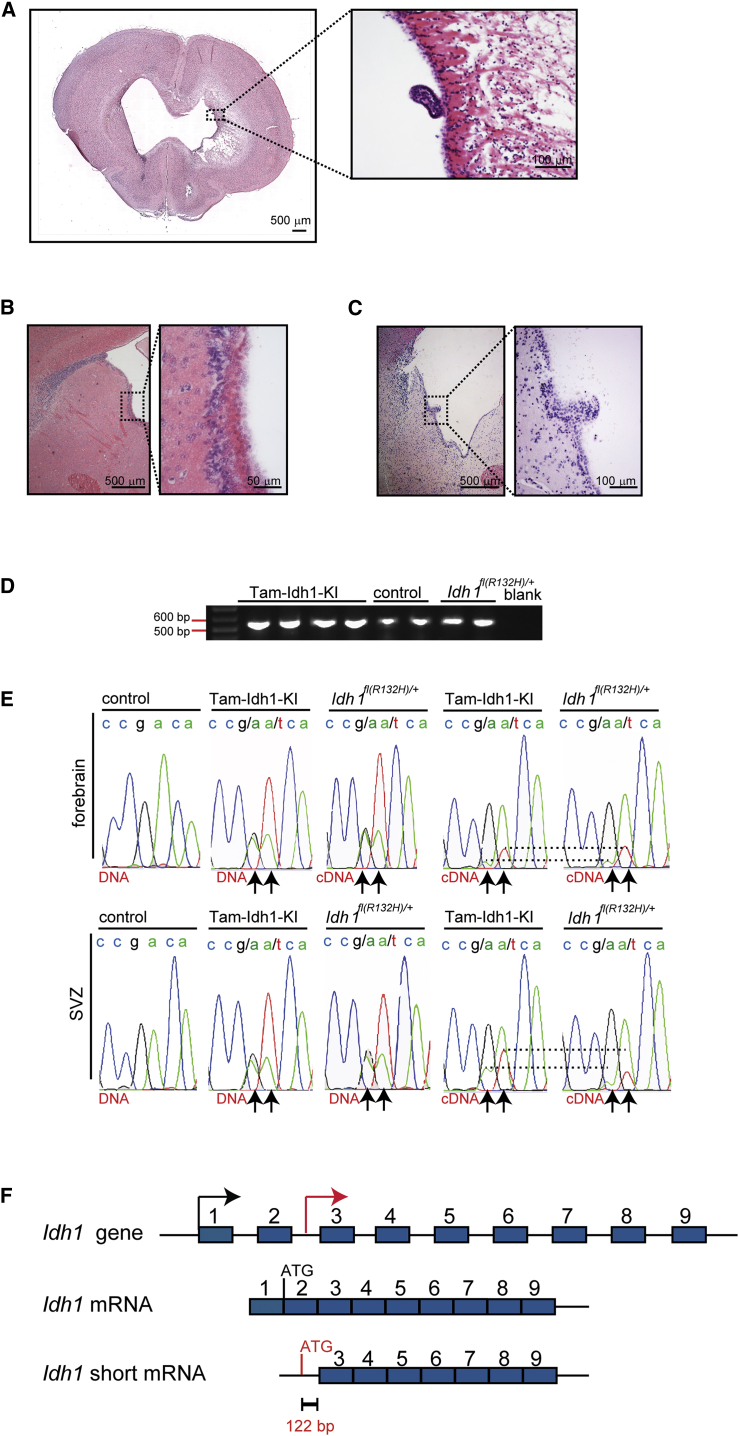
Leaky Phenotype in a Minority of *Idh1*^*fl(*R132H*)/+*^ Mice without Nes-Cre (A) A coronal full-brain section from a symptomatic *Idh1*^*fl(*R132H*)/+*^ mouse 6 weeks old is shown. A nodule is outlined and magnified. (B) Detailed SVZ morphology of an asymptomatic 4 month old *Idh1*^*fl(*R132H*)/+*^mouse is shown (sagittal section). (C) A nodule is present in an asymptomatic 13 month old mouse (sagittal section). (D) The *Idh1* transcript lacking exons 1 and 2 was amplified from cDNA by endpoint RT-PCR (amplicon size 562 bp). (E) DNA sequencing chromatogram shows genomic DNA or cDNA specifically derived from the short transcript in the *Idh1* region around codon 132 (samples from mouse forebrain). Arrows indicate nucleotides altered in Tam-Idh1-KI and *Idh1*^*fl(*R132H*)/+*^; dashed lines provide an indication of the relative dosages of wild-type and mutant short transcript in each case. (F) Schematic of short in-frame *Idh1* transcript lacking exons 1 and 2 shows the putative translational origin in intron 2.

**Figure 8:**
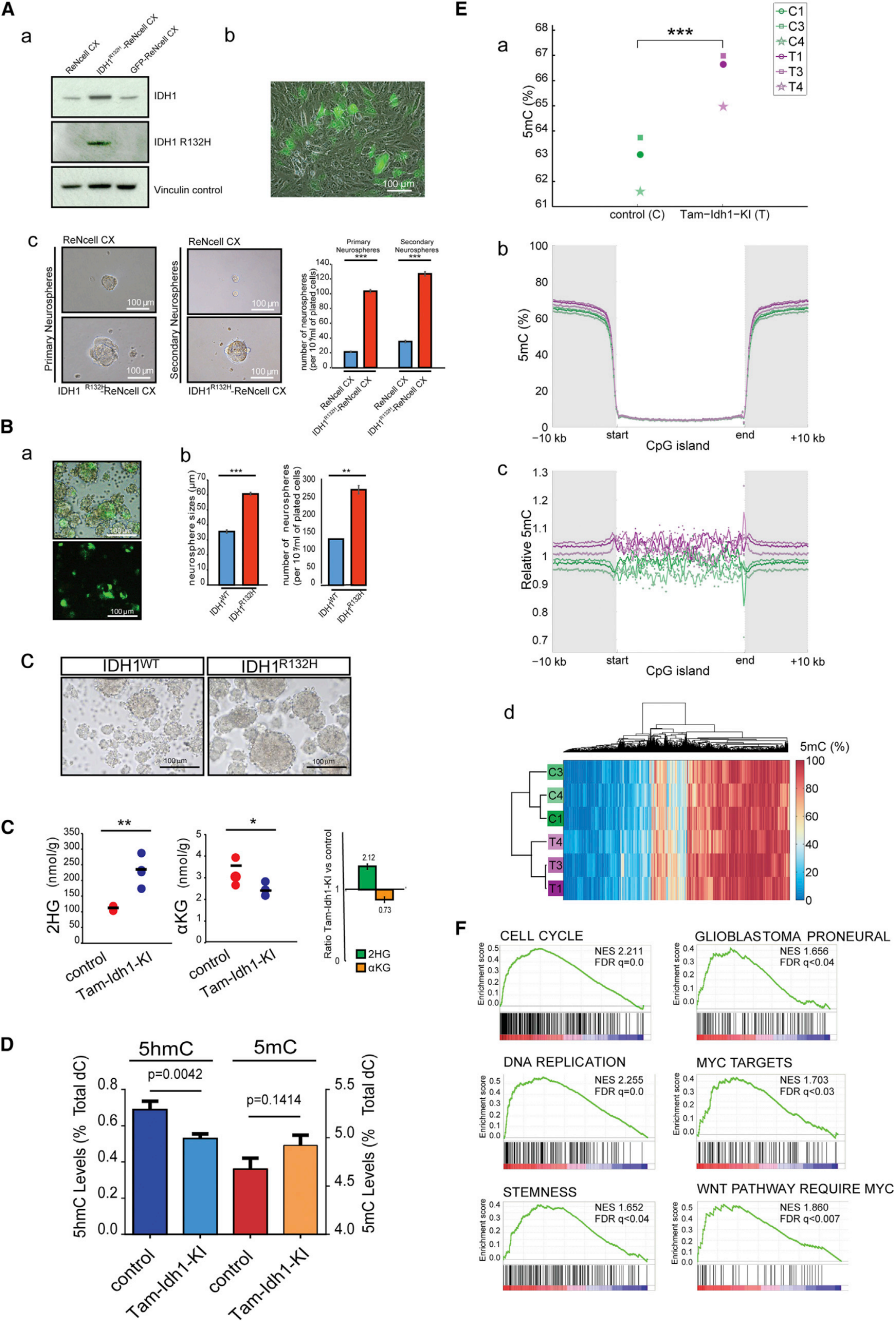
Assessment of Functional Mechanisms Underlying the Tam-Idh1-KI Phenotype (A) The experiments determined the effects of IDH1^R132H^ expression in ReNcell CX neuronal progenitor cells. (a) western blot shows expression of total and mutant IDH1 in cells transduced by IDH1^R132H^ or GFP lentiviral vectors compared with untransduced cells. (b) GFP expression indicates transduction efficiency. (c) Representative bright-field images are shown for ReNcell CX cells (IDH1^R132H^-transduced or untransduced controls) grown as primary or secondary neurospheres at low density. The chart shows quantification of neurospheres grown at a low density. Data are representative of three independent experiments, one using high and two using low density cultures, giving consistent results. Results are presented as means ± SEM (^∗∗∗^p < 0.005). (B) Tertiary neurospheres were derived from primary SVZ cells transduced with lentiviruses expressing IDH1 wild-type (WT) or R132H. (a) GFP expression shows representative transduction efficiency. (b) After 4 days in culture, the size and number of WT and IDH1^R132H^ neurospheres were measured to assess proliferation and self-renewal capacity. The chart shows a representative experiment of three independent experiments, two using high and one using low density cultures. Results are presented as means ± SEM (^∗∗^p < 0.01, ^∗∗∗^p < 0.005). (c) Representative images of IDH1-wild-type and IDH1^R132H^ neurosphere cultures grown at high density are shown. (C) Mass spectrometric assessment of the effect of *Idh1*^R132H^ on 2HG and αKG levels was performed. Brain tissue extracts from Tam-Idh1-KI mice (n = 4) and controls (n = 3) aged 4–9 months were assayed for total 2HG (D and L isomers). Data are shown as dot plots and summarized as relative expression in the bar chart, presented as means ± SD. ^∗^p < 0.05, ^∗∗^p < 0.01, from ANOVA. (D) Total 5hmC and 5mC levels of forebrain were assessed using denaturing HPLC. Data are presented as means ± SD. (E) 5mC genome sequencing was performed on SVZ DNAs. (a) Levels of cytosine methylation at CpG dinucleotides in Tam-Idh1-KI (T) and controls (C) paired by age and sex are shown, ^∗∗∗^p = 0.0163, from Kolmogorov-Smirnov test. (b, c) Absolute (b) and relative (c) differences in CpG methylation within CpG islands and flanking regions. (d) Hierarchical cluster analysis of top 2,000 differentially methylated CpGs to assess whether mutants and controls clustered separately. (F) mRNA expression GSEA analysis is shown for selected gene sets enriched in Tam-Idh1-KI brains. See also Figures S5 and S6, Table S1.

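Over the mouse Reactome sets, that of the cell cycle had an NES of 1.75 in Tam-Idh1-KI against control SVZ, with a median log2 fold change of 0.047 over 367 genes (fgsea adjusted p = 0.00614), and that of the mitotic cell cycle 1.77 over 314 genes. The S phase set had 1.58 over 96 genes (adjusted p = 0.0359). DNA replication had an NES of 1.58 over 80 genes and did not pass (adjusted p = 0.0526), while lagging strand synthesis, a part of it, passed with 1.8 (adjusted p = 0.0332). The extension of telomeres had 1.85 over 19 genes, none of them a histone gene (adjusted p = 0.0189). With an estimated correlation, camera gave adjusted p = 0.762 for the cell cycle and adjusted p = 0.838 for S phase.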

## Accession Numbers

Gene expression data are available at GEO: GSE85080.

## Supplemental Information

Document S1. Supplemental Experimental Procedures and Figures S1–S6

Table S1. Gene Set Enrichment Analysis of mRNA Expression Profiling in Tam-Idh1-KI and Control SVZs, Related to Figure 8

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

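SVZ RNA of 9 Tam-Idh1-KI and 9 control mice was hybridised to Illumina Mouse WG6-v2 arrays on 2 days. The authors deposited for each array the bead signal per probe, an intensity on a linear scale without normalization or background subtraction, and a detection p-value per probe that compares the signal with negative control beads; the submitters' processing notes name GenomeStudio, whose version is not given in the sources used here. The authors also deposited processed log2 values of the same arrays. In each array these rise with the signal (Spearman rho 1), with slopes of 1.01 to 1.03 against its log2 for bright probes and medians of 6.22 to 6.30; they are not centred by gene, and the normalization behind them stays unknown. They served as an alternative. Of the probes 34885 have 1 gene symbol, 18 several and 10378 none in the annotation used here; 34807 were found by Entrez ID in the mouse reference table and 0 symbols changed. No gene was named from a probe with several symbols. From the signals neqc of limma 3.58.1 in R 4.3.3 corrected the background with the detection p-values, added an offset of 16, quantile normalized and took log2. Probes with a detection p under 0.05 on at least 9 arrays were kept, 21644 in all and 18460 with 1 symbol, and the brightest stood for each of 11465 genes, of which 4653 had more than 1 kept probe. Probes of a gene can disagree: those of *Chek2* gave log2 fold changes of -1.24, -0.52 and, undetected, -0.15. The arrays' log2 signals correlate at 0.955 to 0.995. The number of arrays limits the precision. limma (lmFit and eBayes) fitted genotype, hybridisation day and sex over all 18 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05; 1097 genes had an unadjusted p under 0.05 (737 higher, 360 lower). The 52 gene lists were tested with camera (preset correlation 0.01, and estimated), with fry and by exact permutation of the score of each mouse within hybridisation day, whose smallest possible p is 0.000108. fgsea 1.28.0 ran on its mouse Reactome sets of 15 to 500 genes with 10000 gene permutations. An interaction of genotype with day and with sex was fitted too. By a rule fixed before the data were examined, the text names (a) every gene whose product the paper measures or names in the mouse SVZ or in its discussion of mechanism (*Idh1*, *Nes*, *Mki67*, *Gfap*, *Olig2*, *Pdgfra*, *Dcx*, *Rbfox3*, *S100b*, *Nr2e1*, *Myc*, *Ctnnb1*, *Tet1*, *Tet2*, *Tet3*, *Hif1a*, *Vegfa*, *Tert*); (b) the 15 higher and the 15 lower genes with the largest absolute log2 fold change among those at an adjusted p under 0.05 whose mean difference has the same sign on both hybridisation days and, where fewer pass in a direction, those that pass and then, up to 10, the genes with the smallest unadjusted p in that direction, named as not past the threshold; and (c) up to 4 members with the smallest unadjusted p in each list the text reports. Table S1, which scores gene sets and no genes, had been seen before the rule was written. Genes named outside the rule were chosen after their values were seen. *Mki67* and *Tet2* have no probe with their symbol, and no probe of *Myc*, *Tet3* or *Tert* passed the filter. The labels number the mice 1 to 9 in each group and name no litters; the paper describes paired littermates. The deviations of same-numbered arrays correlate over 0.1 in 9 of 9 pairs (mean 0.481). Same numbers also share the hybridisation day; within days 4 of 9 pairs did (mean 0.05), and 5 pairs share the sex and 5 the age. Whether the numbers mark litters is thus not known, and the fit with the number as a block is an alternative. The pipeline was tested, after the main analysis had been run, on simulated data for the comparison of Tam-Idh1-KI and control: of 100 genes shifted by 0.5 on the log2 scale 59 were recovered, 94 of 100 shifted by 1 were, and 9 of 11228 unchanged genes were called. A shift of 0.25 planted in the G2/M list was recovered and 0 of 51 other lists and 0 of 592 Reactome sets were called. The simulated noise was independent between genes, whereas the estimated correlation within the G2/M list was 0.284 on these arrays. The simulation thus cannot show how many lists or sets chance would call in these data. Alternatives covered background correction, scaling, filter, probe choice, covariates, array weights, single days, each array left out, thresholds and tests. All samples were mapped, and 0 columns of samples were left unused. Array slide could not be used, since the columns do not name it.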

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

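Of the tests below, those of the uneven sexes, of the mean signal, of the neuron scores, of the ependymal score beside other scores than G2/M, of the probes of *Apoc1*, *Gm9866* and *Chek2* and of a mislabelled male were chosen after the result was seen. The first pattern is the higher G2/M score of Tam-Idh1-KI SVZ, a difference of 0.207 between the groups (exact permutation p = 0.0238). With sex in the model the difference was 0.191 (SE 0.0835, exact permutation p = 0.043), above 50% of the first by little more than its SE. An additive effect of sex thus left most of the difference in place. Only 3 genes follow sex, of which this correction moved 2 by more than their SE, and no Tam-Idh1-KI male was hybridised on the second day. An effect of sex that differs between groups or days stays open. With the log2 mean signal it was 0.213 and with the percent of detected probes 0.192, but 0 genes follow either measure at an adjusted p under 0.05, so that these corrections move nothing, the tests are void by a rule set after seeing the data, and brighter or better arrays stay open. With the ependymal score in the model it was 0.0789 (exact permutation p = 0.29), and within groups both scores went together across 18 arrays (Pearson r 0.507, permutation p = 0.0319; Spearman rho 0.538, permutation p = 0.0236; r 0.489 without the 2 farthest arrays, 0.421 on the first and 0.746 on the second day; 1 relation computed). A candidate explanation is thus that some samples held more ventricular wall. *Foxj1*, a master gene of ependymal cilia chosen after its value was seen, however had a log2 fold change of 0.039 (SE 0.13) (limma adjusted p = 0.972). More wall could come from the dissection or from the mutant brain, since the paper reports dilated lateral ventricles in all Tam-Idh1-KI mice and a larger SVZ. These cannot be told apart here. A larger share of cycling or ependymal cells in the mutant SVZ itself stays open and was not tested. The paper counts more Ki67- and EdU-positive cells in the stained mutant SVZ. The general neuron score in the model lowered the G2/M difference to 0.131 (exact permutation p = 0.0904) and that of S phase from 0.181 to 0.105 (exact permutation p = 0.119). With the striatal projection neuron score they were 0.224 and 0.195, but this correction moved 0 genes by more than their SE, so that nothing follows from it. With the ependymal score in the model the difference was also lower and no longer passed for the S phase (0.0683, exact permutation p = 0.317), replication fork (0.144 to 0.0872, exact permutation p = 0.089) and neural stem cell scores (0.158 to 0.07, exact permutation p = 0.228), while the Wnt target score kept a difference of 0.109 of 0.164 (exact permutation p = 0.0105). Age was not tried as a covariate of these scores. Most Tam-Idh1-KI mice of the first day were younger than most of its controls, so an effect of age stays open.

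The second pattern is the lower level of *Apoc1*, *Gm9866* and *Chek2*, whose groups do not overlap on the day-centred scale and which have the smallest adjusted p-values of all genes. A DNA variant under the probe could lower a signal without a change of the transcript. For *Apoc1* the other detected probe had a log2 fold change of -0.944, which argues against it, while *Gm9866* has 1 probe, so that it cannot be told apart there, and for *Chek2* the other detected probe had -0.521 (SE 0.16), under 50% of the first probe's value, but by less than its SE, so that a variant fits and is not shown. DNA linked to the targeted *Idh1* allele is argued against by the 100 tested genes nearest to *Idh1*, whose median absolute moderated t of 0.924 lay below the limit of 0.941 set from 197 blocks elsewhere, although only just (95.9% of those blocks lay lower), and by none of the 3 genes lying on chromosome 1. Segments of another strain elsewhere stay open: 4 pairs of genes at an adjusted p under 0.1 lay within 50 tested genes of each other, where random draws gave a median of 5, and *Gm9866* and *Scin* are such a pair on chromosome 12. The bound set for this test was wrong, because a segment with a single affected gene leaves no pair. Some controls may lack the *Nes-Cre* transgene, and its effects cannot be told apart from those of the R132H allele here.

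The third pattern is Tam-Idh1-KI replicate 8, labelled female, whose 4 *Xist* probes lay between 4.41 and 5.67 (log2), at or near the levels of the males. Its *Eif2s3y*, a gene of the Y chromosome, was at 4.72, against 8.78 to 9.45 in the 10 males, which argues against a mislabelled male. The mean of *Kdm6a*, *Eif2s3x*, *Ddx3x* and *Kdm5c*, which escape X inactivation, was -0.146 on the day-centred log2 scale, below the 7 other females (0.027 to 0.43) and within the males (-0.44 to 0.047). Taken singly, *Kdm6a* and *Kdm5c* lay below the other females and within the males. *Eif2s3x* at -0.084 lay below the other females but above every male (highest -0.118), and *Ddx3x* at -0.20 lay within both. The second day held 2 of the 10 males and 3 of the 7 other females, so centring can lower its values for genes higher in females. A female with a single X chromosome fits the mean, less clearly the single genes, and stays a candidate, since no chromosomes were counted.

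Chance was checked with 100 splits of the 18 arrays into 9 and 9, the real split included. For the count of genes 1 split, the real one, reached 20, and the highest other was 2. Among splits that part the 9 same-numbered pairs it was also 1, and the highest other was 1. So high a count is thus rare among random splits, but 100 splits cannot show a share under 1 of 100. Many of the first splits were also uneven over the hybridisation days, unlike the real one. For the 16 gene lists 4 splits reached the real count and the highest other was 17, but 7 of the splits that part the pairs did (highest other 23), so chance cannot be excluded there. For the 62 Reactome sets 12 splits did (highest other 133), and 24 of those that part the pairs (highest other 178), so chance cannot be excluded. Why some splits call many more sets than the real one was not tested. For the single gene with a genotype by sex interaction 4 splits gave at least 1 (highest other 183), for the 8 lists with such an interaction 41 (highest other 20), and for the 12 lists with a genotype by hybridisation day interaction 18 (highest other 22), so chance cannot be excluded for the lists.

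A mouse stood apart from the other 8 of its group in 10 of 172 groups of values, where chance gives about 8.6, and 4 of the 10 were Tam-Idh1-KI replicate 6. On the day-centred log2 scale these were telomerase and shelterin score at -0.10 in Tam-Idh1-KI replicate 6, choroid plexus score at -0.30 in Tam-Idh1-KI replicate 6, general neuron score at 0.28 in Tam-Idh1-KI replicate 6, p53 target score at -0.086 in Tam-Idh1-KI replicate 7, ribosomal protein score at -0.075 in Tam-Idh1-KI replicate 6, *Bace2* at 0.98 in Tam-Idh1-KI replicate 7, *Gm5* at 0.39 in Tam-Idh1-KI replicate 5, neuroblast score at 0.090 in control replicate 1, *Ccdc3* at 0.11 in control replicate 3, *A2ml1* at 1.27 in control replicate 2.

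The difference between Tam-Idh1-KI and control SVZ differed between the hybridisation days for 12 lists by camera and for 0 genes by limma (332 at an unadjusted p under 0.05), and by an estimated correlation for 0 lists. The mice of the second day were 7 to 9 months old and those of the first 5 to 6, so age and day go together, and no Tam-Idh1-KI male was hybridised on the second day. The median of the genotype by day term was 0.19 for replication-dependent histone genes, -0.088 for neuroblast genes, 0.11 for astrocyte genes, 0.078 for choroid plexus genes, 0.29 for striatal projection neuron genes, -0.11 for general neuron genes, -0.30 for cortical projection neuron genes, 0.25 for endothelial genes, 0.22 for pericyte and smooth muscle genes, 0.46 for blood and erythroid genes, 0.36 for interferon response genes, -0.23 for immediate early genes. For the sexes it differed for 8 lists (0 with an estimated correlation), by -0.11 for replication fork genes, -0.24 for replication-dependent histone genes, -0.24 for reactive astrocyte genes, 0.13 for general neuron genes, -0.20 for microglia and macrophage genes, -0.19 for endothelial genes, -1.05 for interferon response genes, 0.22 for immediate early genes, as male minus female. *Zfp820*, a zinc finger gene named after its value was seen, had a genotype by sex term of 1.30 (limma adjusted p = 0.0437, 387 genes at an unadjusted p under 0.05), with a difference of -0.42 in females and 0.78 in males, and the count is 0 with no detection filter.

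Lists of cell types and receptors for which the main text of the paper gives no result from these profiles (a Reactome set of amine receptors stands in Table S1) were shifted by camera with its preset correlation and by none with an estimated one. Their median log2 fold changes were 0.20 for mature oligodendrocyte genes, 0.26 for reactive astrocyte genes, 0.30 for ependymal genes, -0.088 for general neuron genes, 0.12 for microglia and macrophage genes, 0.13 for endothelial genes, -0.35 for blood and erythroid genes, -0.16 for biogenic amine receptor genes. The main text does not name the single genes that passed either (its supplemental document was not available), whose log2 fold changes were 1.36 for *Htr5b*, 1.15 for *Scgn*, 0.86 for *Col6a5*, 0.83 for *Adamts19*, 0.74 for *Lrp2*, 0.71 for *Pter*, 0.60 for *Dydc2*, 0.60 for *Bace2*, 0.59 for *Akna*, 0.59 for *Ccdc3*, 0.52 for *Ak8*, -1.24 for *Chek2*, -1.13 for *A2ml1*, -1.08 for *Sncg*, -1.07 for *Gpnmb*, -0.98 for *Apoc1*, -0.97 for *Gm9866*, -0.80 for *Best1*, -0.63 for *Urah*, -0.62 for *4922502B01Rik*.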

How the results depend on the processing

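The array's signal over background limits what could be seen: *Myc*, *Tert* and *Tet3* were detected on at most 3 of 18 arrays by any probe, and 592 Reactome sets and 11465 genes rest on the probes detected on at least 9 of 18 arrays. Most settings were chosen before the data were examined; those of the list scores per mouse and of all Reactome sets were added after seeing the data. Of results that answer a comparison, 543 values kept their direction and side of the threshold, 39 counts or values moved, 5 were stronger and 17 weaker; of the others 9265 were the same, 156 stronger, 355 weaker and 1 reversed. The cause of each change below was not tested. The 20 genes became 8 with genotype only, 8 with the replicate number as a block with sex (3 higher, 5 lower, 5 shared with the 20), 61 with array weights, 4 on the first and 0 on the second day (3 mice against 3), 37 at an adjusted p under 0.1, and 538 by the methods' t-test at its nominal threshold or 3 after Benjamini-Hochberg. Leaving out single mice gave 4 (without control replicate 1) to 37 (without Tam-Idh1-KI replicate 6). The 16 lists became 0 with an estimated correlation or fry and 3 by exact permutation of the scores. With an estimated correlation the S phase, G2/M, replication fork, neural stem cell and Wnt target lists each had an adjusted p = 0.398; by fry the S phase, G2/M and replication fork lists had adjusted p = 0.122, the neural stem cell list adjusted p = 0.121 and the Wnt target list adjusted p = 0.0771. By exact permutation the S phase list had adjusted p = 0.102, G2/M adjusted p = 0.0970, replication fork adjusted p = 0.0839, neural stem cell adjusted p = 0.0895, and the antioxidant list passed (adjusted p = 0.0413). The neural stem cell list had adjusted p = 0.0719 with the replicate block and 9.16e-05 to 0.0573 without single mice (highest without control replicate 2), and the Wnt target list 0.00101 to 0.0573 (the same mouse). The proneural list passed with no detection filter (adjusted p = 0.0381) and array weights (adjusted p = 0.0425), and ran from 0.0331 to 0.338 without single mice. Cholesterol synthesis genes, not called, turned lower on the second day alone (adjusted p = 0.00425). The 17 named Reactome sets became 4 on the first day, 10 without histone genes, 0 with an estimated correlation, and 6 (without control replicate 2) to 21 without single mice. The 62 of all Reactome sets became 41 with median scaling, 41 with the replicate block, 102 with array weights, 8 and 98 on the first and second days, 29 without histone genes, and 9 (without control replicate 2) to 97 (without control replicate 3) without single mice, with 34 without Tam-Idh1-KI replicate 9. The interaction of genotype with sex fell to 0 genes with no detection filter, and the 3 list scores to 1 with no detection filter, 0 when adjusted for sex and 0 without Tam-Idh1-KI replicate 8. With the authors' processed log2 values they stayed 3, but the histone demethylase score took the place of the blood and erythroid score. With median scaling 2 passed, since the antioxidant and blood scores were lost and the ependymal score passed (adjusted p = 0.0281), and without background correction 2, since the blood score was lost. Beyond these, the replicate block ended the call of the microglia list and called the striatal projection neuron list lower. Array slide as a random block was not run, because the columns name no slide.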

Differences from the paper's values

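The paper's scores are those of Table S1, which gives no error. The error here is a jackknife over the 18 arrays left out in turn, 0.247 to 1.66 over 46 sets (median 0.503). It measures the spread over mice, but both scores come from the same mice. It is thus not the error of their difference and serves only as a scale of size. Set members differ between the collections, which was not tested. Some sets that no setting brought within the error are of unlike size. RNA Pol I transcription had 28 measured genes here and 58 in Table S1, and transcription 120 and 150. RNA Pol I, RNA Pol III and mitochondrial transcription had 53 and 88, and the N-glycan precursor set 57 and 26. Cell cycle checkpoints had 98 and 92. Scores of sets with unlike members do not compare like with like. Of 46 sets 27 lay within the error and 19 did not, the paper's score being farther from 0 in all 19. The settings were set before the data were examined (15 settings, 14 for amine receptors, beside the single arrays left out), and any not named left the value outside the error.

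DNA replication had an NES of 1.58 here and the paper's is 2.26; it lay within the error with series matrix values, no detection filter, only hybridisation day in the model, array weights, second day alone, and without Tam-Idh1-KI replicate 1, Tam-Idh1-KI replicate 6, Tam-Idh1-KI replicate 7, control replicate 3, control replicate 4, control replicate 5. Cell cycle had an NES of 1.75 here and the paper's is 2.21; it lay within the error with cyclic loess, no detection filter, mean of probes, genotype only, only hybridisation day in the model, array weights, second day alone, and without Tam-Idh1-KI replicate 1, control replicate 1, control replicate 3. RNA Pol I transcription had an NES of 1.04 here and the paper's is 2.15; no setting brought it within the error. Transcription had an NES of 0.917 here and the paper's is 2.11; no setting brought it within the error. RNA Pol I, RNA Pol III and mitochondrial transcription had an NES of 0.912 here and the paper's is 2.11; no setting brought it within the error. G2/M checkpoints had an NES of 1.42 here and the paper's is 1.98; it lay within the error with median scaling, array weights, second day alone, and without Tam-Idh1-KI replicate 6. DNA repair had an NES of 1.47 here and the paper's is 1.93; it lay within the error with no detection filter, mean of probes, only hybridisation day in the model, array weights, and without Tam-Idh1-KI replicate 7, control replicate 3. Nucleotide excision repair had an NES of 1.48 here and the paper's is 1.89; it lay within the error with series matrix values, no detection filter, mean of probes, only hybridisation day in the model, array weights, and without Tam-Idh1-KI replicate 7. Cell cycle checkpoints had an NES of 1.12 here and the paper's is 1.88; no setting brought it within the error. Processing of capped intron containing pre-mRNA had an NES of 1.08 here and the paper's is 1.83; it lay within the error with median scaling, series matrix values, no detection filter, detection p under 0.01, array weights, second day alone, and without control replicate 1. Regulation of mitotic cell cycle had an NES of 1.04 here and the paper's is 1.76; it lay within the error with second day alone. Biosynthesis of the N-glycan precursor dolichol lipid linked oligosaccharide and transfer to a nascent protein had an NES of 1.21 here and the paper's is 1.73; no setting brought it within the error. RNA Pol II transcription had an NES of 0.893 here and the paper's is 1.72; it lay within the error with median scaling, series matrix values. Orc1 removal from chromatin had an NES of 1.07 here and the paper's is 1.7; it lay within the error with series matrix values, no detection filter, array weights, second day alone, and without Tam-Idh1-KI replicate 1, Tam-Idh1-KI replicate 7, control replicate 3, control replicate 4, control replicate 5. Transport of mature transcript to cytoplasm had an NES of 1.09 here and the paper's is 1.7; it lay within the error with series matrix values, genotype only, array weights, second day alone, and without control replicate 1, control replicate 4. O-linked glycosylation of mucins had an NES of 1.29 here and the paper's is 1.67; it lay within the error with array weights. Assembly of the pre-replicative complex had an NES of 0.996 here and the paper's is 1.64; it lay within the error with array weights, second day alone. RNA Pol II pre-transcription events had an NES of 0.82 here and the paper's is 1.64; it lay within the error with median scaling. Amine ligand binding receptors had an NES of -1.97 here and the paper's is -2.54; it lay within the error with median scaling, series matrix values, no detection filter, genotype only, only hybridisation day in the model, replicate block with sex, first day alone, and without Tam-Idh1-KI replicate 3, Tam-Idh1-KI replicate 4, Tam-Idh1-KI replicate 7, control replicate 2, control replicate 4, control replicate 5, control replicate 7, control replicate 8.

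The paper states that c-Myc targets were higher; here that list had a median log2 fold change of 0.0096 (camera adjusted p = 0.849), no setting called it, and its score differed by 0.035 (exact permutation p = 0.0161, adjusted 0.0839). The paper states higher proneural genes; the list here did not pass (adjusted p = 0.156), but did with no detection filter, with array weights, and without Tam-Idh1-KI replicate 1 or control replicate 1. Telomere upkeep genes are higher in the paper. The telomerase and shelterin list did not pass here (adjusted p = 0.167) under any setting, while the Reactome set of telomere maintenance passed. The list had 17 of 21 members positive, and its score differed by 0.081 (exact permutation p = 0.0333, adjusted 0.102). Higher Tlx targets are stated in the paper; the Tlx activated list did not pass (adjusted p = 0.707) under any setting. These lists are not those the paper used. The Wnt target, G2/M and neural stem cell lists passed by camera in the paper's direction, each with an adjusted p = 0.398 with an estimated correlation; without control replicate 2 the Wnt target and neural stem cell calls were lost (adjusted p = 0.0573 for both), and with the replicate block that of the neural stem cell list (adjusted p = 0.0719).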

Other observations

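Blood and erythroid genes were lower in Tam-Idh1-KI SVZ, each of 6 measured (median log2 fold change -0.35, camera adjusted p = 0.00133; adjusted p = 0.398 with an estimated correlation), the neutrophil gene *S100a8* most at -1.02 (SE 0.33), and the score lay below the control mean in 9 of 9 mice (exact permutation p = 0.00238, or 0.0413 adjusted over 52 lists). The call was lost on the second day alone (adjusted p = 0.506), and the score passed in none of 6 other settings, chosen after seeing the data, in which its adjusted p ran from 0.0544 with median scaling to 0.0917 with no detection filter. Reactive astrocyte genes were higher, 21 of 26 (median 0.26, adjusted p = 0.000351; adjusted p = 0.398 with an estimated correlation), with *Cp*, the iron oxidase gene, at 0.30 (SE 0.083) and the complement inhibitor *Serping1* at 0.60 (SE 0.17); 3 rose adjusted over the list alone. Microglia and macrophage genes had a median of 0.12 (adjusted p = 0.00841; adjusted p = 0.525 with an estimated correlation), with *Mrc1* at 0.52 (SE 0.24); the call was lost with the replicate block (adjusted p = 0.0719), with age in the model (adjusted p = 0.0818) and on either day alone. Of 16 receptors for serotonin, dopamine and other amines 2 were positive (adjusted p = 0.0346; adjusted p = 0.398 with an estimated correlation), *Hrh3* at -0.42 (SE 0.24) and, against the rest, *Htr5b* higher.

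DNA methylation genes had a median of 0.073 and just missed the threshold (adjusted p = 0.0537), with the methyl-CpG binding gene *Mbd2* at 0.65 (SE 0.13), the only one to rise adjusted over the list alone; the list passed with no detection filter (adjusted p = 0.0381) and without any of 9 of the single mice. Of isocitrate and 2-hydroxyglutarate genes (19, adjusted p = 0.418) *Idh1* was the one to fall when adjusted over the list alone. Other lists that did not pass were astrocyte genes (adjusted p = 0.224), choroid plexus (adjusted p = 0.413), striatal projection neuron (adjusted p = 0.0983), cortical projection neuron (adjusted p = 0.0609), pericyte and smooth muscle (adjusted p = 0.789), meningeal fibroblast (adjusted p = 0.987), interferon response (adjusted p = 0.262), immediate early (adjusted p = 0.622), p53 target (adjusted p = 0.167), cholesterol synthesis (adjusted p = 0.758), Notch pathway (adjusted p = 0.743), cell migration and matrix (adjusted p = 0.723), water and ion transport (adjusted p = 0.453), ribosomal protein (adjusted p = 0.418) and nuclear respiratory chain genes (adjusted p = 0.571).

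The day-centred values of the groups do not overlap for 10 genes, *Acan*, *Ak8*, *Apoc1*, *Bace2*, *Chek2*, *Gabbr1*, *Gm9866*, *Htr5b*, *Sncg* and *Tmem150a*, where 0.0108% of relabellings separate 9 mice from 9 for a given gene. Of the 100 genes nearest to *Idh1*, 0 passed and 10 had an unadjusted p under 0.05 in limma. This is near the share over all genes, 1097 of 11465. The smallest p-values near *Idh1* were those of *Mdh1b* at 0.33 (SE 0.12) and *Fzd5* at 0.22 (SE 0.081), both named after their values were seen.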
